# Modulation of astrocyte reactivity improves functional deficits in mouse models of Alzheimer’s disease

**DOI:** 10.1186/s40478-018-0606-1

**Published:** 2018-10-16

**Authors:** Kelly Ceyzériat, Lucile Ben Haim, Audrey Denizot, Dylan Pommier, Marco Matos, Océane Guillemaud, Marie-Ange Palomares, Laurene Abjean, Fanny Petit, Pauline Gipchtein, Marie-Claude Gaillard, Martine Guillermier, Sueva Bernier, Mylène Gaudin, Gwenaëlle Aurégan, Charlène Joséphine, Nathalie Déchamps, Julien Veran, Valentin Langlais, Karine Cambon, Alexis P Bemelmans, Jan Baijer, Gilles Bonvento, Marc Dhenain, Jean-François Deleuze, Stéphane H R Oliet, Emmanuel Brouillet, Philippe Hantraye, Maria-Angeles Carrillo-de Sauvage, Robert Olaso, Aude Panatier, Carole Escartin

**Keywords:** Reactive astrocytes, Alzheimer’s disease, JAK2-STAT3 pathway, Signaling cascades, Viral vectors, Neuroinflammation, Mouse models

## Abstract

Astrocyte reactivity and neuroinflammation are hallmarks of CNS pathological conditions such as Alzheimer’s disease. However, the specific role of reactive astrocytes is still debated. This controversy may stem from the fact that most strategies used to modulate astrocyte reactivity and explore its contribution to disease outcomes have only limited specificity. Moreover, reactive astrocytes are now emerging as heterogeneous cells and all types of astrocyte reactivity may not be controlled efficiently by such strategies.

Here, we used cell type-specific approaches in vivo and identified the JAK2-STAT3 pathway, as necessary and sufficient for the induction and maintenance of astrocyte reactivity. Modulation of this cascade by viral gene transfer in mouse astrocytes efficiently controlled several morphological and molecular features of reactivity. Inhibition of this pathway in mouse models of Alzheimer’s disease improved three key pathological hallmarks by reducing amyloid deposition, improving spatial learning and restoring synaptic deficits.

In conclusion, the JAK2-STAT3 cascade operates as a master regulator of astrocyte reactivity in vivo. Its inhibition offers new therapeutic opportunities for Alzheimer’s disease.

**Electronic supplementary material:**

The online version of this article (10.1186/s40478-018-0606-1) contains supplementary material, which is available to authorized users.

## Introduction

Astrocytes become reactive in virtually all diseases of the central nervous system (CNS). Astrocyte reactivity is classically defined by two hallmarks: cellular hypertrophy and overexpression of intermediate filament proteins such as Glial Fibrillary Acidic Protein (GFAP) and vimentin [27]. But astrocyte reactivity involves significant transcriptional changes that go well beyond these two morphological alterations, and the functional consequences of reactivity are unclear [7, 9, 47, 67]. In Alzheimer’s disease (AD), the most frequent neurodegenerative disease (ND) characterized by amyloid and Tau deposition in the brain, as well as memory loss and synaptic alterations, the role of reactive astrocytes is still debated [13, 63].

Studies in cellular or mouse models of AD report changes in specific astrocyte functions, including metabolic support [2, 72], neurotransmitter recycling [51], antioxidant defense [2, 83] and synaptic transmission [31, 45]. However, the overall contribution of reactive astrocytes to AD remains unclear, because the changes reported in these studies can have beneficial, detrimental or mixed effects on neurons. Attempts to block astrocyte reactivity globally, through knock-out of astrocyte intermediate filament proteins [32, 38] or inhibition of intracellular signaling cascades [22, 77] show inconsistent effects on AD pathological outcomes. Such discrepancies could stem from the low efficiency and selectivity of these approaches that only impact astrocyte morphological changes or have partial effects on astrocyte reactivity. In addition, they may not target all reactive astrocyte populations. Indeed, reactive astrocytes display molecular and functional heterogeneity [3]. For example, two sub-types of reactive astrocytes termed A1 and A2 were recently described [48, 85]. Likewise, in AD, astrocytes in contact with amyloid plaques display stronger transcriptional changes than those distant to plaques [62]. To understand how reactive astrocytes contribute to AD, it is crucial to develop a new strategy that efficiently modulates all types of reactive astrocytes.

Several intracellular signaling cascades are traditionally associated with astrocyte reactivity in acute or chronic diseases, but it is not clear whether they directly control it in vivo see, [7, 33] for review. Recently, we showed that the transcription factor Signal Transducer and Activator of Transcription 3 (STAT3) is activated in reactive astrocytes of several murine and primate ND models [8]. It is also activated in acute CNS diseases and is involved in the formation of the glial scar [4, 26, 61]. STAT3 is the downstream effector of the Janus Kinase 2 (JAK2)-STAT3 pathway. In this cascade, the binding of several cytokines and growth factors to their receptors activate JAK2, leading to phosphorylation and nuclear accumulation of STAT3 [54]. STAT3 then activates the expression of multiple target genes, including GFAP in astrocytes [12, 54].

In this study, we aimed to 1) demonstrate the instrumental role of the JAK2-STAT3 pathway in controlling astrocyte reactivity in AD and 2) target this pathway to modulate astrocyte reactivity and evaluate its contribution to disease outcomes in AD mouse models. We establish that the JAK2-STAT3 pathway is a master regulator of astrocyte reactivity in vivo. It is necessary and sufficient for the induction and long-term maintenance of reactive astrocytes. Importantly, its inhibition blunts astrocyte reactivity, reduces amyloid deposition, improves spatial learning and restores synaptic function in AD mouse models, revealing that reactive astrocytes have mostly deleterious roles in AD.

## Methods

### Mice

Male APP/PS1dE9 transgenic mice (APP; http://jaxmice.jax.org/strain/005864.html) were injected at 3–4 month-old and studied 6 months later. Another cohort was injected at 15 month-old and studied 1 month later. APP mice harbor a chimeric mouse/human *App* gene with the Swedish mutations K595N and M596L (APPswe) and the human *Psen1* variant lacking exon 9 on a C57BL/6 J background [30]. Non-transgenic littermates were used as controls. Female triple transgenic (3xTg) mice express human APPswe and human Tau^P301L^ under a Thy-1 promoter as well as a point mutation on the mouse *Psen1* gene (PS1^M146V^), on a mixed C57BL/6 J x 129Sv background [59]. C57Bl/6 J x 129Sv mice were used as controls. They were injected at 3 month-old and studied at 8–9 month-old. Breeding pairs were obtained from the Mutant Mouse Regional Resource Centers. Finally, WT male C57Bl6/J mice were injected at 2 month-old and studied 1–4 months later. All experimental protocols were reviewed and approved by the local ethics committee (CETEA N°44) and submitted to the French Ministry of Education and Research (Approvals # APAFIS#4565–2016031711426915 v3, APAFIS#4503–2016031409023019). They were performed in a facility authorized by local authorities (authorization #B92–032-02), in strict accordance with recommendations of the European Union (2010–63/EEC). All efforts were made to minimize animal suffering and animal care was supervised by veterinarians and animal technicians skilled in rodent healthcare and housing. Animals were housed under standard environmental conditions (12-h light-dark cycle, temperature: 22 ± 1 °C and humidity: 50%) with *ad libitum* access to food and water. Mice of the appropriate genotype were randomly allocated to experimental groups.

### Viral vectors

We used adeno-associated virus (AAV2, serotype 9) that bear the gfaABC_1_D promoter, a synthetic promoter derived from the GFAP promoter [43], to drive specific transgene expression in astrocytes (Additional file 1: Figure S1). AAV were produced by our viral vector facility according to validated procedures [21]. Viral genome concentration in the vector batch was determined by qPCR on DNase resistant particles.

To modulate the JAK2-STAT3 pathway in mouse astrocytes, we generated AAV encoding murine SOCS3 or murine JAK2^T875N^, a constitutive active form of JAK2 (JAK2ca, [23]). Control viral vectors encoded GFP. AAV-SOCS3 or AAV-JAK2ca were co-injected with an AAV-GFP to visualize infected cells (same total viral titer). Depending on the experiment, bilateral injections of the same viruses were performed and controls were generated in different animals. Alternatively, the contralateral brain region was injected with the control virus and data analyzed with paired *t* test.

As a positive control for STAT1 immunoreactivity, we used mice injected with a lentiviral vector (LV) encoding the cytokine ciliary neurotrophic factor (CNTF), as previously described [18].

### Stereotactic injections

Mice were anesthetized with an *i.p.* injection of ketamine (100 mg/kg) and xylazine (10 mg/kg). For APP mice, xylazine was replaced by medetomidine (0.25 mg/kg) and anesthesia was reversed by an *s.c.* injection of atipamezole (0.25 mg/kg) at the end of the surgical procedure. Lidocaine (7 mg/kg) was injected subcutaneously at the incision site, 10 min prior to surgery. Mice received paracetamol in drinking water (1.6 mg/ml) for 48 h after surgery. Viral vectors were injected in the CA1 region of the hippocampus (coordinates from Bregma: anteroposterior (AP): − 2, lateral (L): +/− 2; ventral (V): − 1.2 mm from the dura; or more caudally as it improves viral diffusion AP: -3, L: +/− 3; V: -1.5 mm).

AAV were diluted in 0.1 M phosphate buffer saline (PBS) with 0.001% pluronic acid, at a final total concentration of 2.5 10^9^ viral genome (VG)/μl. LV were diluted in PBS with 1% bovine serum albumin (BSA), at a total final concentration of 100 ng p24/μl. Between 2 and 2.5 μl of viral suspensions were injected at a rate of 0.2 μl/min.

As a positive control for phospho-ERK immunoreactivity, 2 month-old C57BL/6 mice received unilateral intrastriatal injections of lipopolysaccharide (LPS) [1 μl at 5 mg/ml in PBS (*Escherichia coli*, serotype 055:B5; Sigma)] and analyzed seven days later.

### Immunohistology

Some mice were killed by an overdose of sodium pentobarbital (180 mg/kg) and perfused with 4% paraformaldehyde (PFA) (Fig. 1h, 7). Alternatively, mice were killed by cervical dislocation and one brain hemisphere was rapidly dissected and drop-fixed in 4% PFA, while the other was used for biochemical analysis (Figs. 1b, 4, 6). In all cases, brains were post-fixed for 24 h in 4% PFA, cryoprotected in 30% sucrose solution and cut on a freezing microtome into 30 μm-thick coronal sections. Series of slices were stored at − 20 °C in an anti-freeze solution until used for immunostainings. All mice within a cohort were processed and analyzed in parallel with the exact same procedures.

**Fig. 1:**
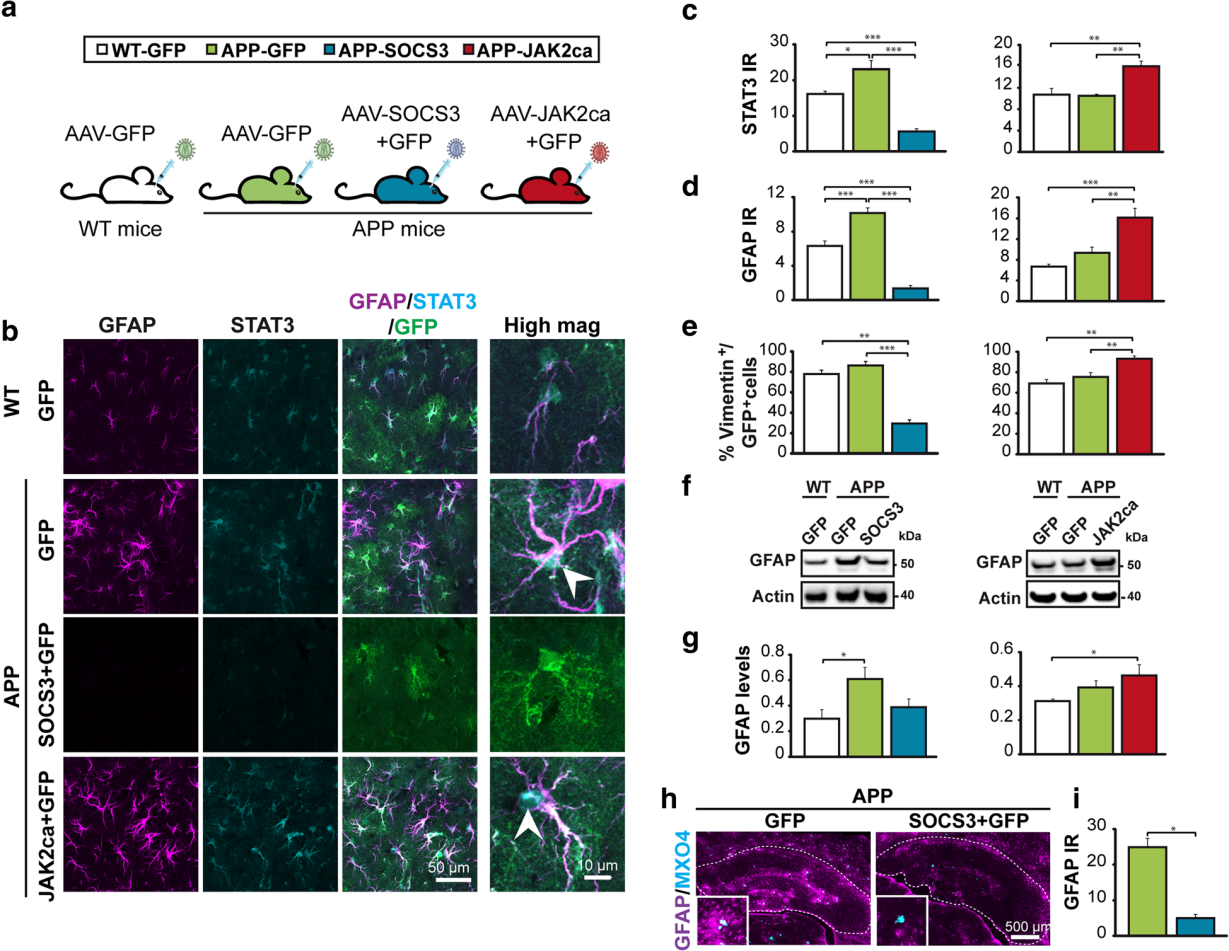
The JAK2-STAT3 pathway controls astrocyte reactivity in APP mice. **a**, Three month-old APP mice were injected in the hippocampus with AAV-GFP or AAV-SOCS3 + AAV-GFP. WT mice were injected with AAV-GFP. All mice were analyzed 6 months later. Another cohort was generated with AAV-JAK2ca used instead of AAV-SOCS3, to enhance astrocyte reactivity. **b**, Confocal images of astrocytes stained for GFAP (magenta) and STAT3 (cyan). In APP-GFP mice, astrocytes are hypertrophic, overexpress GFAP and show nuclear accumulation of STAT3 (indicating STAT3 activation, arrowhead), compared to WT-GFP mice. SOCS3 significantly reduces GFAP and STAT3 levels, whereas JAK2ca further increases GFAP and STAT3 levels in APP mice. **c, d**, Quantification of immunoreactivity (IR) for STAT3 (**c**, *N* = 4–5/group) and GFAP (**d**, *N* = 5–10/group) on immunostainings in **b**. **e**, The proportion of GFP^+^ astrocytes co-expressing vimentin is significantly lower in APP-SOCS3 mice and higher in APP-JAK2ca mice, than in control APP-GFP mice. *N* = 3–7/group. **f**, **g**, Western blot of GFAP in WT and APP mice shows the same modulation pattern of GFAP levels by SOCS3 and JAK2ca. GFAP levels were normalized by actin. Representative images and quantification from three independent membranes. *N* = 5–8/group. **h**, AAV-SOCS3 is also able to reverse astrocyte reactivity, when injected in the hippocampus of 15 month-old APP mice that already display severe plaque deposition (the hippocampus is outlined). **i**, GFAP IR quantification from images in **h**. *N* = 3/group. **c-e**, **g**, ANOVA and Tukey’s test. **i**, Paired *t* test. * *p* < 0.05, ** *p <* 0.01, *** *p <* 0.001

*Immunofluorescence.* Slices were rinsed in PBS for 3 × 10 min and were blocked in 4.5% normal goat serum (NGS), 0.2% Triton X-100 in PBS (PBST) for 1 h at room temperature (RT). Slices were incubated overnight at 4 °C with the following primary antibodies diluted in 3% NGS/PBST: anti-GFAP-Cy3 (1:1,000; Sigma, #C9205), anti-GFAP (1:1,000, Rabbit, Dako, Troy, MI, #Z0334), anti-IBA1 (1:500, Rabbit, Wako, Richmond, VA, #019–19741), anti-MBP (1:500, Rabbit, Sigma, #M3821), anti-Olig2 (1:500, Rabbit, Millipore, #Ab9610), anti-S100β (1:500, Mouse, Sigma #S2532) or anti-Vimentin (1:1,000, Chicken, Abcam, Cambridge, UK, #ab24525).

Slices were rinsed 3 × 10 min in PBS and incubated with secondary Alexa Fluor-conjugated antibodies (Invitrogen, Carlsbad, CA) in 3% NGS/PBST for 1 h at RT. After 3 washes in PBS, slices were incubated overnight at 4 °C with an anti-GFP biotinylated antibody (1:500, Vector Laboratories, Burlingame, CA, #BA-0702) in 3% NGS/PBST. After 3 rinses with PBS, sections were incubated for 1 h at RT with Streptavidine-FITC (1:1,000, ThermoFisher Scientific, Waltham, MA, #SA100–02) in 3% NGS/PBST. Slices were rinsed three times with PBS before being mounted on SuperFrost® Plus (ThermoFisher Scientifc) slides and coverslipped with Fluorsave™ (Calbiochem, Darmstadt, Germany) or Fluormount™ (Sigma) medium.

For STAT3 and STAT1 stainings, slices were pretreated with 100% methanol for 10 min at − 20 °C and incubated with primary antibodies (STAT3α, 1:200, Rabbit, #8768P; STAT1, 1:400, Rabbit, #14994, Cell signaling, Danvers, MA) in SignalStain® antibody diluent (Cell signaling, #8112 L) for 72 h at 4 °C. For NeuN (1:500, Mouse, Chemicon, Billerica, MA, #MAB377) and BAM10 (1:1,000, Mouse, Sigma, #A3981) stainings, the mouse on mouse kit (MOM, Vector Laboratories) was used to reduce non-specific background, according to the manufacturer’s instructions. For Olig2 staining, a pre-treatment at 90 °C in Tris-EDTA Buffer pH = 9 (Diagnostic Biosystems, Pleasanton, CA) was performed. For *post-mortem* methoxy-XO4 (MXO4, Tocris, Bristol, UK) labeling, slices were incubated with 33 μg/ml MXO4 in 0.1 M PBS, for 30 min at RT under mild agitation. After 3 rinses with PBS, a standard protocol for immunofluorescence was performed as described above. Double or triple immunofluorescent stainings were performed successively, with each antibody incubated alone.

### Image analysis

GFAP immunoreactivity in the GFP^+^ area was quantified on 10×-tiled images of the hippocampus acquired with an epifluorescence microscope (Leica, Nussloch, Germany). Virally transduced GFP^+^ area was manually segmented and the corresponding GFAP mean signal was measured with Image J. Background signal was measured on unstained areas and subtracted to the GFAP total signal. The number and individual surface of BAM10 or MXO4-labelled plaques in the whole hippocampus were quantified on 10×-tiled fluorescent images with Image J. An automatic detection of objects with intensity and size thresholds was performed on serial sections, after manual segmentation of the hippocampus on each section.

Images were acquired on a Leica TCS SP8 confocal microscope. Stacked confocal images (10 to 18 z-steps of 1 μm, kept constant within a cohort, maximum intensity stack) were acquired on 3 slices per animal and 3 fields on each slice with a 40× objective. The number of vimentin^+^/GFP^+^ cells was manually counted in the GFP^+^ infected area, with Image J. STAT3^+^ cell bodies were manually segmented and the mean grey value for STAT3 IR was measured in each cell.

A Sholl analysis was performed on GFAP^+^ hippocampal astrocytes to quantify morphological parameters, with an Image J plugin [20] and defined radius parameters (starting: 5 μm; ending: 100 μm; step: 5 μm). GFAP immunofluorescent staining was detected with Image J threshold function on maximum projection confocal z-stack images (40×, average 12 steps, 1 mm step, zoom 1). This analysis requires detectable GFAP levels and therefore could not be conducted on APP-SOCS3 astrocytes that display very low GFAP expression.

For quantification of MXO4-labelled Aβ in microglia, stacks of 0.4 μm confocal images covering the entire height of the plaque were acquired on 15 MXO4^+^ plaques per animal (3–4 plaques/slice). The number of IBA1^+^ microglial cells in direct contact with MXO4^+^ plaques was counted manually in the acquired volume and the localization of MXO4^+^ material (membrane or soma) was determined.

### Protein extraction

Mice were killed by an overdose of pentobarbital and their brains were rapidly collected. The GFP^+^ area was dissected out with a 1 mm diameter punch, snap frozen in liquid nitrogen and stored at − 80 °C until protein extraction. Samples were homogenized by sonication in lysis buffer [50 mM Tris-HCl pH = 7.4, 150 mM NaCl, 1% Triton X-100 with 1:100 phosphatase inhibitors (Sigma, cocktail 2) and 1X protease inhibitors (Roche, Basel, Switzerland); 25 μl/punch] centrifuged at 20,000 g for 20 min at 4 °C. The supernatant contains Triton X-100-soluble proteins and was used for western blotting and MSD® ELISA tests.

### Western blot

Protein concentration was measured by the BCA test (Pierce, Waltham, MA). Samples were diluted in loading buffer with DTT (NuPAGE® LDS sample buffer and sample reducing agent, Invitrogen). Ten μg of proteins was loaded on a NuPAGE™ 4–12% Bis-Tris Midi Gel (Life Technologies). Migration was performed at 200 V for 45 min in NuPAGE™ Running Buffer (Invitrogen) and proteins were transferred on a nitrocellulose membrane with an iBlot Gel transfer device (Invitrogen). After 3 × 10 min rinses in Tris buffer saline and 0.1% Tween 20 (TBST), membranes were blocked in 5% milk in TBST for 1 h at RT and incubated for 3 h at RT, or overnight at 4 °C with the following primary antibodies: 6E10 (human APP, 1:500, Mouse, Covance, Princeton, NJ, #SIG-39320-20), anti-Actin (1:5,000, Mouse, Sigma, #A2066), anti-ApoE (1:1,000, Rabbit, Abcam, #ab20874), anti-BACE1 (1:1,000, Rabbit, Cell signaling, #5606P), anti-GFAP (1:5,000, Rabbit, Dako), anti-IDE (1:400, Rabbit, Abcam, #ab32216), and anti-Tubulin α (1:1,000, Mouse, Sigma, #T5168). After 3 x 10 min washes in TBST, membranes were incubated for 1 h at RT with HRP-conjugated secondary antibodies (1:5,000, Vector laboratories) diluted in TBST with 5% milk. Membranes were incubated with the Clarity Western ECL substrate (Bio-Rad) and the signal was detected with a Fusion FX7 camera (ThermoFisher Scientific). Band intensity was quantified with Image J and normalized to actin or tubulin α. Each antibody was used on at least 2 different membranes.

### MSD® ELISA tests

Triton X-100 soluble proteins were diluted in the diluent provided for the V-PLEX Aβ peptide panel kit (6E10 antibody, MSD®, Rockville, MD). Samples were loaded in triplicate and manufacturer’s protocol was followed. Aβ levels were quantified with the Discovery Workbench4.0, MSD® software thanks to a standard curve, and normalized to the protein content in each well.

### Cell sorting for RNAseq analysis

Mice were killed and their hippocampus rapidly collected in Hank’s Balanced Salt Solution (HBSS; Sigma). Cells were mechanically and enzymatically dissociated with fire-polished Pasteur pipettes and the neural tissue dissociation kit with papaïn (Miltenyi Biotec), following manufacturer’s instructions. After filtration through a 50 μm-filter, cells were centrifuged 10 min at 300 g, and diluted in 500 μl of HBSS. Myelin removal beads II and MS columns (Miltenyi Biotec) were used to deplete myelin from cell suspensions, as described by the manufacturer’s protocol. Cell sorting was performed on a BD Influx cell sorter, equipped with a 488 nm laser and a 530/40 detector. Non-fluorescent brain cells were used to set up the detector gain and position gates, which were kept constant throughout sorting. Cells were gated on a forward scatter/side scatter plot, then singlets were selected and finally cells were collected based on their GFP expression. Cells were centrifuged at 300 g for 5 min at RT, lyzed in 400 μl TRIzol (Invitrogen) and stored at − 80 °C before RNA extraction. The two hippocampi of each mouse was processed and sorted independently. Typically, 6,000 to 20,000 GFP^+^ astrocytes and 50,000 to 100,000 GFP^−^ cells were collected for each sample within 15–25 min.

### Measure of Aβ uptake in vivo by flow cytometry

Three hours before sacrifice, mice received an *i.p.* injection of 10 mg/kg MXO4 (diluted at 2.5 mg/ml in 50% DMSO in saline, pH = 12) to label amyloid material and monitor its uptake in cells [39]. Mice were perfused for 4 min with cold dPBS. Their hippocampus was rapidly collected in HBSS. Cells were dissociated and myelin was depleted as describe above. Cells were centrifuged at 300 g for 5 min at 4 °C and resuspended in Fc block (1: 100, TruStain FcX™, anti-mouse CD16/32, Biolegend, San Diego, CA) in HBSS for 10 min on ice. Samples were centrifuged at 300 g for 5 min at 4 °C and resuspended in cell staining buffer (Biolegend) with anti-CD11b-PE (1: 100, eBioscience, San Diego, CA) and anti-CD45-PE-Cy5 (1: 300, eBioscience) for 30 min on ice, under mild agitation. Cells were centrifuged at 300 g for 5 min at 4 °C and resupended in 400 μl HBSS. Cell sorting was performed on a BD Influx cell sorter. MXO4 was detected at 450/30 nm (408 nm excitation), GFP at 530/40 nm (488 nm excitation), CD11b-PE and CD45-PECy5 at 594/26 nm and 670/30 nm, respectively (561 nm excitation). MXO4^+^ and MXO4^−^ microglial cells were sorted separately and analyzed by RT-qPCR. Control samples of unlabeled or mono-fluorescent brain cells were used to set up detector gains and position sort gates, which were kept constant for all sorted samples. No compensation was required to accurately quantify MXO4, GFP, CD11b-PE ad CD45-PECy5 signals within the same sample.

### RNA extraction

Sorted cells were placed 5 min at RT and chloroform was added to TRIzol for 3 min. Samples were centrifuged at 12,000 g for 15 min at RT. Aqueous phase was collected and 1 volume of 70% ethanol was added. Samples were transferred onto an RNeasyMin Elute spin column and RNA was purified according to manufacturer’s instructions, with on-column DNAse treatment (RNeasy micro kit, Qiagen, Hilden, Germany). RNA was eluted with 14 μl of RNAse-free deionized water and stored at − 80 °C until transcriptomic analysis.

### RNAseq analysis

RNA quality and integrity were evaluated with an Agilent RNA 6000 Pico assay and the Agilent 2100 Bioanalyzer (Agilent technologies, Santa Clara, CA). As the number of sorted cells was limited, especially for GFP^+^ astrocytes, we quantified total RNA with Agilent RNA 6000 Pico assay and used 0.8 to 1 ng of total RNA per sample. Full length double strand cDNA libraries were constructed with the Smarter Ultra Low Input RNA kit v4 (Takara-Clontech, Mountain View, CA) with 11 to 14 LD-PCR cycles. Purification was done with Ampure XP (Beckman Coulter Genomics, Brea, CA). The full length ds cDNA libraries were qualified with an Agilent High Sensitivity DNA kit and quantified with the Qubit dsDNA HS Assay Kit (Invitrogen). All libraries were normalized to 750 pg in 5 μl as starting material to Nextera XT sample preparation kit (Illumina Incorporated, San Diego, CA). Ligation products were amplified with 12 PCR cycles. Stringent purification was done (0.6X of AMPure XP) to remove small inserts that would be sequenced preferentially. mRNAseq libraries were qualified and quantified with Agilent High Sensitivity DNA kit and Qubit dsDNA HS Assay Kit respectively, before sequencing on a HiSeq 2000 Illumina platform (2 × 100 bp). Quality controls and data analysis was performed by GenoSplice technology® (www.genosplice.com). Sequencing data quality, read repartition and insert size estimation were performed with FastQC, Picard-Tools, Samtools and rseqc. Reads were mapped on the mm10 Mouse genome assembly with STARv2.4.0 [17]. Gene expression analysis was performed as described previously [57]. Briefly, for each gene present in the Mouse FAST DB v2016_1_full annotations, reads aligning on constitutive regions (i.e. that are not prone to alternative splicing) were counted. Normalization of read counts and differential gene expression were performed with DESeq2 [49] on R (v.3.2.5). Only genes expressed in at least one of the two compared experimental conditions were analyzed. Genes were considered as expressed if their rpkm value was greater than 97.5% of the background rpkm value measured in intergenic regions. Results were considered statistically significant for *p* values ≤0.05 and fold-changes ≥1.5.

Three sets of analysis were performed: (1) 7 GFP^+^ astrocyte samples were compared to 3 GFP^−^ cell samples from the WT-GFP group, to validate sorting efficiency; (2) 4 GFP^+^ astrocyte samples from APP-GFP mice were compared to 7 GFP^+^ astrocyte samples from WT-GFP mice to identify transcriptional changes in reactive astrocytes due to AD; and (3) 5 GFP^+^ astrocyte samples from APP-SOCS3 mice were compared to 4 GFP^+^ astrocyte samples from APP-GFP mice to identify astrocyte genes that are normalized by SOCS3 in AD mice. Hierarchical clustering between GFP^+^ and GFP^−^ cell samples was generated with MeV software, using Euclidean distance and average agglomeration method. RNAseq datasets are deposited on GEO under reference GSE108520.

### Gene ontology analysis

Analysis for enriched Gene ontology (GO) terms were performed with Database for Annotation, Visualization and Integrated Discovery (DAVID) Functional annotation Tool (v6.8) [28] by Genosplice Technology®. GO terms and pathways were considered as enriched for fold enrichment ≥2.0, uncorrected *p* value ≤0.05 and minimum number of regulated genes in pathway/term ≥2.0.

### Weighted correlation network analysis (WGCNA)

WGCNA was performed with WGCNA R package [40] by Genosplice Technology®. Genes expressed in at least 20% of samples (14 029) were used. Modules with at least 30 genes and a kME > 0.7 were defined, with split = 2. ANOVA was performed on the Eigengene calculated in each sample, as defined in [40] and the module with a *p* < 0.05 was further analyzed by STRING to identify functional networks of regulated genes (https://string-db.org/).

### RT-qPCR

RT-qPCR were performed on sorted astrocytes or microglial cells. Reverse transcription was performed with the VILO™ kit according to the manufacturer’s protocol (SuperScript® VILO™ cDNA synthesis kit; Life Technologies, Carlsbag, CA). Samples were diluted at 0.2 ng/μl in H_2_O with 100 μg/ml BSA and mixed with 250 nM of primers and Platinum SYBR-Green® (Platinum® SYBR® Green qPCR SuperMix-UDG; Life Technologies) for qPCR. PCR efficiency was between 85 and 110% for each set of primers (sequences shown in Additional file 2: Table S1). Nuclease-free water and samples without reverse transcription were used as negative controls. Expression levels of transcripts of interest were normalized with the ∆Ct method to the abundance of *Rpl13a* and *actin* for hippocampal astrocytes or *Eef1a1* and *Actin* for microglial cells.

### Electrophysiological recordings

Transverse hippocampal slices were prepared as described previously [65], from 8 to 9 month-old WT-GFP, 3xTg-GFP and 3xTg-SOCS3 mice and from 4 to 6 month-old WT-GFP and WT-JAK2ca mice. Briefly, mice were anesthetized with 5% isoflurane and decapitated. The brain was rapidly removed and placed in ice-cold artificial cerebrospinal fluid (ACSF) saturated with 95% O_2_ and 5% CO_2,_ containing (in mM): 125 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 1.3 MgCl_2_, 2 CaCl_2_, 26 NaHCO_3_ and 10 glucose (pH = 7.4; 305 mOsmol/kg). A block of tissue containing the hippocampus was prepared and 350 μm transversal hippocampal slices were cut on a vibratome (Leica). Slices were incubated 30 min at 32 °C and allowed to recover for at least 1 h at RT.

Slices were transferred to a recording immersion chamber and were perfused with ACSF (3 ml/min) at RT during the whole experiment. For the input/output experiment in WT and 3xTg mice, an incision between CA3 and CA1 regions was made in presence of 50 μM picrotoxin in the perfusion bath. CA3 and CA1 areas were identified with differential interference contrast microscopy and the region of interest (GFP^+^) was visualized with the epifluorescent mode of the microscope (Olympus BX50, Tokyo, Japan). Extracellular field excitatory postsynaptic potentials (fEPSPs) were evoked by orthodromic stimulations (100 μs, 0.033 Hz) of Schaffer collaterals with a glass pipette filled with ACSF or a tungsten bipolar electrode placed in the *stratum radiatum,* more than 150 μm away from the recording electrode. Then, fEPSPs were recorded, in current clamp mode (*I* = 0), with a glass pipette filled with ACSF (2–3 MΩ) and placed in the GFP^+^ region, in the *stratum radiatum* of CA1 area. Data were acquired with a Multiclamp 700B amplifier (Molecular Devices, Sunnyvale, CA), digitized with a Digidata 1320A digitizer (Axon Instruments Inc., Sunnyvale, CA), recorded and analyzed off line with pClamp and Clampfit 10.3 respectively (Molecular Devices). Recordings were low-pass filtered at 2 kHz and digitized at 10 kHz.

A stable baseline was recorded for at least 20 min before starting the input/output experiment. The same amplitude of stimulation was applied three times (0.033 Hz), before being increased by 10 V. Paired-pulse stimulation experiments were performed with two pulses of stimulation induced at 50 or 100 ms interval. The paired pulse ratio was calculated as the slope of the second fEPSP over the slope of the first fEPSP. Long-term potentiation (LTP) was induced after 20 min of baseline recording, by applying a high-frequency stimulation (HFS) protocol (100 Hz train of stimuli for 1 s, repeated three times at 20 s interval).

At the end of the recording session, slices were post-fixed in 4% paraformaldehyde for 48 h and processed for GFAP immunostaining following the protocol described above except that GFAP-Cy3 antibody was incubated at 1:200 for 48 h.

### Morris water maze

The water maze was a white circular pool (120 cm diameter, 60 cm high) filled with water and white soluble paint at 21 °C. The testing room contained numerous black extra maze cues and was illuminated with 400 Lux at the pool center. Mouse behavior (distance to the platform and swim speed) was monitored by a video camera, mounted on the ceiling above the pool center, and a computerized tracking system (Ethovision 11.5, Noldus IT, The Netherlands). All tests were performed between 8 am and 1 pm. Mice were handled daily for 2 min for 5 d preceding the training. First, their ability to see and shelter on an emerged platform (11 cm diameter) was assessed with four trials of 60 s in one day, with an intertrial interval (ITI) of 30 min, each with a different platform location. A 10 cm high object was placed on the emerged platform. For the training phase, mice were given three trials every day for 5 d, with an ITI of 30 min. The starting position differed for each trial but was identical for all animals, with mice placed in the water facing the wall of the pool. An invisible escape platform was placed in the middle of one of the quadrants (1 cm below the water surface) equidistant from the sidewalls and the middle of the pool. The platform location remained constant throughout training. Each trial lasted 60 s or until the animal located the platform. Animals that did not find the platform were guided to it and given a latency score of 60 s. All animals were left on the platform for 30 s and then taken back to their home cage before starting the next trial. 72 h after training, animals were given one 30 s probe trial during which the platform was removed from the pool. The probe trial started from a position opposite to the platform. The pool was divided into four quadrants of equal size. The percentage of time spent in each quadrant was recorded. No mouse was excluded from the analysis.

### Statistics

Results are expressed as mean ± SEM. N are indicated for each group in the order presented on the histogram. No statistical method was used to predetermine sample size. Sample size was chosen based on prior experience for each experiment, to yield adequate power to detect specific effects. Statistical analysis were performed with Statistica software (StatSoft, Tulsa, OK) or GraphPad Prism 7 (La Jolla, CA). We used paired or unpaired two-tailed Student *t* test to compare two groups and repeated-measures or one-way ANOVA and Tukey’s post hoc test to compare three groups. For each analysis, normality of residues and homoscedasticity were assessed, as well as sphericity for repeated-measures ANOVA. If any conditions of application was not fulfilled, we used non-parametric tests. Two groups were compared by the Mann-Whitney or Wilcoxon test and three independent groups were compared by a Kruskal-Wallis test followed by post-hoc comparison of mean ranks. Percentages were normalized by Arcsin transformation and analyzed with parametric tests. The significance level was set at *p* < 0.05. Investigators were partially blinded to the group when performing experiments and measuring outcomes (as the group can be guessed based on the presence of amyloid plaques or GFP levels for example).

## Results

### The JAK2-STAT3 pathway controls astrocyte reactivity in AD mice

To study whether the JAK2-STAT3 pathway controls astrocyte reactivity in AD, we inhibited this pathway by overexpressing its endogenous inhibitor Suppressor Of Cytokine Signaling 3 (SOCS3, [6]) in APP/PS1dE9 mice (hereafter called APP mice). We used adeno-associated vectors (AAV) that target astrocytes (Additional file 1: Figure S1) to express SOCS3 or GFP in hippocampal astrocytes. APP mice display progressive astrocyte reactivity in the hippocampus, where amyloid plaques accumulate [8, 30]. They were injected with AAVs in the CA1 region of the hippocampus, before detectable amyloid plaque deposition. AAV-SOCS3 was co-injected with AAV-GFP to visualize infected astrocytes (APP-SOCS3 mice). Control mice included APP and WT littermates injected with AAV-GFP alone, at the same total viral titer (Fig. 1a). Approximately 25% of the hippocampus was targeted by these AAV, as quantified with GFP staining, and more than 97% of GFAP^+^ astrocytes were GFP^+^ within the infected volume (data not shown). By immunostaining, we found that nuclear STAT3 levels in hippocampal astrocytes were higher in 9 month-old APP mice than in WT-GFP mice, indicating STAT3 activation. STAT3 immunoreactivity was efficiently reduced by SOCS3 in APP mice at 9 months (Fig. 1b, c) and even more so at 12 months (Additional file 3: Figure S2). 

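In the RNAseq data of GFP+ astrocytes sorted from hippocampi of 9 month-old WT-GFP mice, normalized mRNA levels of *Stat3* were 2539 ± 740.5 (SD, n = 7). In each of the 7 samples, *Stat3* was higher than *Stat2*, *Stat4*, *Stat5a*, *Stat5b* and *Stat6*. *Stat6* had 406 ± 124, *Stat5b* 389.7 ± 259, *Stat2* 316 ± 251 and *Stat5a* 61.5 ± 88.1 (SD, n = 7). *Stat4* was listed at 0 in 3 of the 7 samples, with a mean of 1.94. In GFP- cells sorted from the same group of mice, mean *Stat3* levels were higher, at 4854 ± 1506 (SD, n = 3). Mean *Stat3* levels were 2817 ± 793 (SD, n = 4) in APP-GFP astrocytes and 1629 ± 443 (SD, n = 5) in APP-SOCS3 astrocytes, and were higher than the means of these 5 genes in both groups.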

Of the seven members of the STAT family, astrocytes express STAT3 at highest levels ([75] and our own RNAseq data). However, STAT1 was proposed to play important roles in brain inflammatory processes [71]. Here, we found that STAT1 expression was not induced in APP mice, confirming that STAT3 is the major STAT effector in astrocytes (Additional file 3: Figure S2). Likewise, extracellular signal-regulated kinase (ERK), a kinase that could also be inhibited by SOCS3 [36] was not activated in APP astrocytes and not further modulated by SOCS3 (Additional file 3: Figure S2).

Compared to WT, APP astrocytes were hypertrophic and overexpressed GFAP, the two classical hallmarks of reactive astrocytes (Fig. 1b, d). SOCS3 prevented GFAP upregulation in the hippocampus of APP mice, as shown by immunostaining (Fig. 1b, d) and western blotting on hippocampal samples from WT-GFP, APP-GFP and APP-SOCS3 mice (Fig. 1f, g). SOCS3 also reduced the number of vimentin^+^ astrocytes, another intermediate filament upregulated in reactive astrocytes (Fig. 1e).

Interestingly, over-activation of STAT3 by expression of a constitutively active mutant of the upstream kinase JAK2 (JAK2ca [23]) was able to further increase astrocyte reactivity in APP mice. By contrast to APP-GFP mice, APP-JAK2ca mice displayed enhanced STAT3 nuclear accumulation in astrocytes (Fig. 1b, c) and increased GFAP and vimentin protein levels (Fig. 1b-g).

Importantly, SOCS3 was also efficient in aged APP mice that already display strong astrocyte reactivity. Injection of AAV-SOCS3 in the hippocampus of 15 month-old APP mice reversed established astrocyte reactivity, as seen by a significant decrease in GFAP levels (Fig. 1h, i**)**. These results show that the JAK2-STAT3 pathway is necessary for the induction and long-term maintenance of the basic morphological features of reactive astrocytes in APP mice.

### SOCS3 normalizes multiple reactive astrocyte markers in AD mice

Besides morphological alterations, astrocyte reactivity is characterized by significant gene expression changes, especially during AD [48, 62, 85]. We thus studied the effects of SOCS3 on the transcriptional profile of APP astrocytes. We performed RNA sequencing (RNAseq) of GFP^+^ astrocytes acutely isolated by FACS from WT-GFP, APP-GFP and APP-SOCS3 hippocampi (Fig. 2a). 

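Cells were sorted from hippocampi of 9 month-old mice that had received adeno-associated viral vectors encoding GFP, with or without SOCS3, for expression in astrocytes. WT-GFP mice carry no mutated transgene for amyloid precursor protein, while APP-GFP and APP-SOCS3 mice carry it and develop amyloid plaques. The data comprise 19 samples, with GFP+ astrocytes in 7 WT-GFP, 4 APP-GFP and 5 APP-SOCS3 samples and GFP- cells in 3 WT-GFP samples. The legend of Fig. 2a counts N in mice, and the Methods state that both hippocampi of each mouse were processed and sorted independently. Whether some samples are hippocampi of the same mouse is not stated. All samples were treated as replicates here, and the *p* values would be too small if some shared a mouse. Hippocampi were dissociated with papain, myelin was removed with beads, and cells were collected by their GFP fluorescence. Because few cells were sorted, cDNA was amplified by PCR before library preparation.
Between 19331876 and 32621917 reads per sample were counted on genes in WT-GFP astrocytes (median 23271289). The range was 24889613 to 26729305 in APP-GFP astrocytes (median 25733842), 22133657 to 26916715 in APP-SOCS3 astrocytes (median 24322815) and 19572196 to 27288644 in GFP- cells (median 24776635). The authors mapped the reads to the mm10 mouse genome with STAR, counted those on constitutive regions of each gene of the FAST DB annotation, and divided the counts by DESeq2 size factors, 1 for each sample. Their Methods do not say whether counting used the strand of the reads, so levels of overlapping and antisense genes are uncertain. The deposited values, called normalized mRNA levels here as in the paper, are whole multiples of the value of 1 read in each sample, and 100% of them gave whole reads when divided by it. Reads amplified by PCR without molecular identifiers are not independent molecules, so limits set from read counts cover counting error only.
The paper's step of keeping genes above the intergenic background could not be repeated, since intergenic reads are not in the deposited values. Genes with a mean level of at least 10 in either group compared were tested with limma on log2(level + 1), and fold changes are on this scale unless edgeR or DESeq2 is named. Genes were called differentially expressed at the thresholds of the paper, an unadjusted *p* of at most 0.05 and a fold change of at least 1.5. Counts at an adjusted *p* under 0.05 (Benjamini-Hochberg) are given beside them. Single genes were also compared by a 2-sided exact permutation test of their mean log2 levels. The smallest exact *p* that the samples allow is 0.00606 for APP-GFP against WT-GFP, 0.0159 for APP-SOCS3 against APP-GFP and 0.00253 for APP-SOCS3 against WT-GFP.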

GFP^−^ cells comprising microglia, neurons, oligodendrocyte precursor cells and non-infected astrocytes were collected together. 

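Marker genes of other brain cells, listed before the data were examined, were higher in GFP- cells than in GFP+ astrocytes of WT-GFP mice. The microglial gene *Cx3cr1* (chromosome 9 from 120048683 to 120068297 of mm10) had normalized mRNA levels of 7109 ± 2913 (SD, n = 3) in GFP- cells and 757 ± 375 (SD, n = 7) in GFP+ astrocytes. The endothelial gene *Cldn5* (chromosome 16 from 18776846 to 18778262) had levels of 40942 ± 11638 and 4401 ± 4415. All 20 microglial genes were lower in GFP+ astrocytes, with a median log2 fold change of −3.45. The 20 endothelial genes had a median of −4.30, the 12 genes of mural cells −4.03, and the 8 genes of perivascular macrophages −4.70. For the 14 neuronal genes the median was −3.79, and for the 9 genes of oligodendrocyte precursor cells it was −6.38. Every gene of these lists was lower in GFP+ astrocytes. The 9 oligodendrocyte genes tested were mixed, with 7 lower and 2 higher (median −0.87). Set against all genes tested by camera with its preset correlation between genes, *p* values of the lists other than oligodendrocytes ranged from 7.83e-08 to 0.0340, and were 0.459 for oligodendrocytes. The rotation test fry, which uses the correlation in the data, kept all of these calls, with a largest *p* of 0.00214, while camera with an estimated correlation kept the precursor cell list only (*p* = 0.0173).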

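Of the 26709 genes tested between GFP+ astrocytes (n = 7) and GFP- cells (n = 3) of WT-GFP mice, 11419 met the thresholds of *p* and fold change, 2471 of them higher and 8948 lower in GFP+ astrocytes. With Benjamini-Hochberg adjustment, 8520 genes had an adjusted *p* under 0.05 by limma. The levels of 9296 genes did not overlap between the groups, which is 34.8% of those tested against 1.67% by chance. *Entpd2* (chromosome 2 from 25395874 to 25401323) was among the genes with the smallest adjusted *p*, at 11119.6 ± 2137 (SD, n = 7) in GFP+ astrocytes and 588 ± 118 (SD, n = 3) in GFP- cells, a log2 fold change of 4.23 (standard error 0.201, adjusted *p* = 4.83e-06 by limma). *Paqr6*, *Mlc1*, *Mfge8* and *Paqr7*, the others with the smallest adjusted *p*, were also higher in GFP+ astrocytes, by 4.36, 3.83, 2.82 and 2.48 on the log2 scale. The median log2 fold change of all genes tested was −1.31, and it was −1.49 when samples were rescaled to equal totals, but −0.37 by edgeR and −0.67 by DESeq2 on the whole reads, so the size of this shift depends on the method. The alternative that moved the number of calls most was a higher minimum, a mean of at least 100, which left 6709 calls among 15364 genes. By edgeR on the whole reads, 8588 genes were called and 61.3% of them were lower in GFP+ astrocytes, against 78.4% by limma.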

Genome-wide RNAseq analysis of GFP^+^ astrocytes and other GFP^−^ cells from WT-GFP mice identified 6949 genes differentially-expressed (Fold change > 1.5 and *p* < 0.05, Fig. 2b). Expression of cell-type specific markers validated the purity of sorted GFP^+^ astrocytes (Additional file 4: Figure S3).

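Normalized mRNA levels of 15 astrocyte genes, listed before the data were examined, were all higher in GFP+ astrocytes than in GFP- cells of WT-GFP mice, with a median log2 fold change of 3.86 (from 1.89 to 5.27). All 15 were called, also with adjustment over all genes tested and adjusted over the list alone. Camera gave *p* = 1.49e-23 for the list, and the call held under fry (4.58e-06) and with an estimated correlation (0.00808). For each sample, the median level of a list was expressed as a percentage of the mean of GFP- cells. Astrocyte genes stood at 659% to 1618% in WT-GFP, 706% to 1611% in APP-GFP and 882% to 1869.7% in APP-SOCS3 astrocytes. They differed little between the GFP+ groups, with medians of −0.01 for APP-GFP against WT-GFP and 0.11 for APP-SOCS3 against APP-GFP and 0 genes called in either (0 at an unadjusted *p* under 0.05). Microglial genes stood at 6.21% to 19.7% of GFP- cells in WT-GFP, 7.71% to 28.3% in APP-GFP and 3.02% to 6.73% in APP-SOCS3 astrocytes. Endothelial genes stood at 1.50% to 13.2%, 3.23% to 18.6% and 0.461% to 3.81%. GFP- cells were sequenced from WT-GFP mice only. From the levels of cell-type markers, the paper states that the sorted astrocytes were pure.

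**Figure D1:**
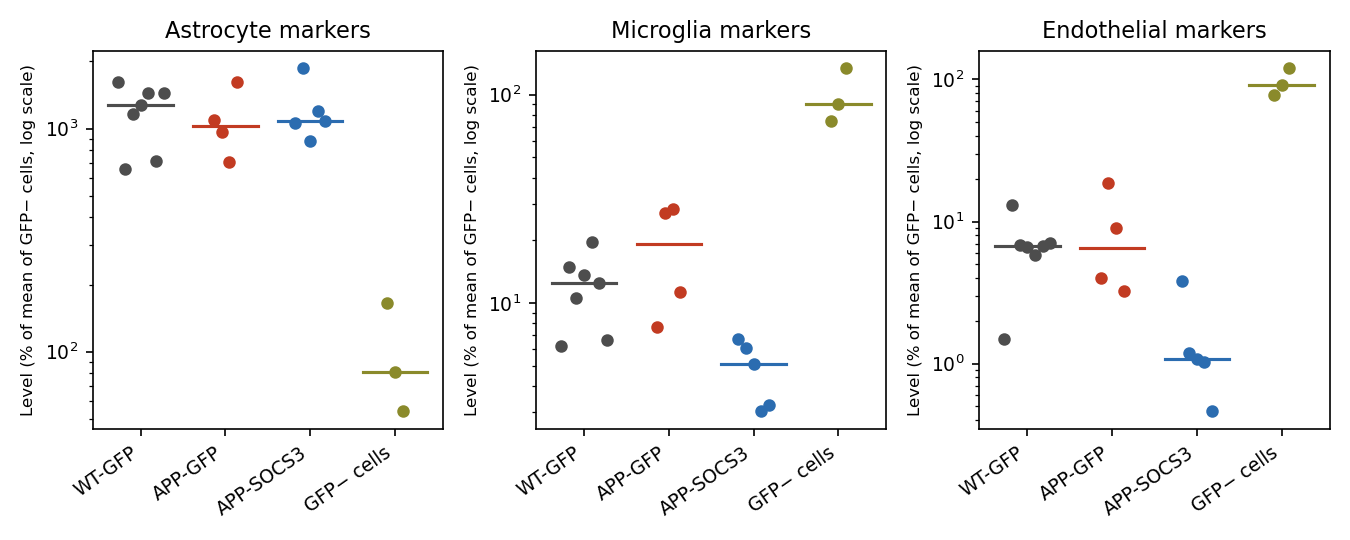
Median level of the astrocyte, microglial and endothelial marker genes in each sample, as a percentage of their mean in GFP- cells on a logarithmic axis, with samples of the 4 groups as points and group medians as lines. Microglial genes lie between 3.02% and 6.73% in APP-SOCS3 astrocytes and between 7.71% and 28.3% in APP-GFP astrocytes.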

**Fig. 2:**
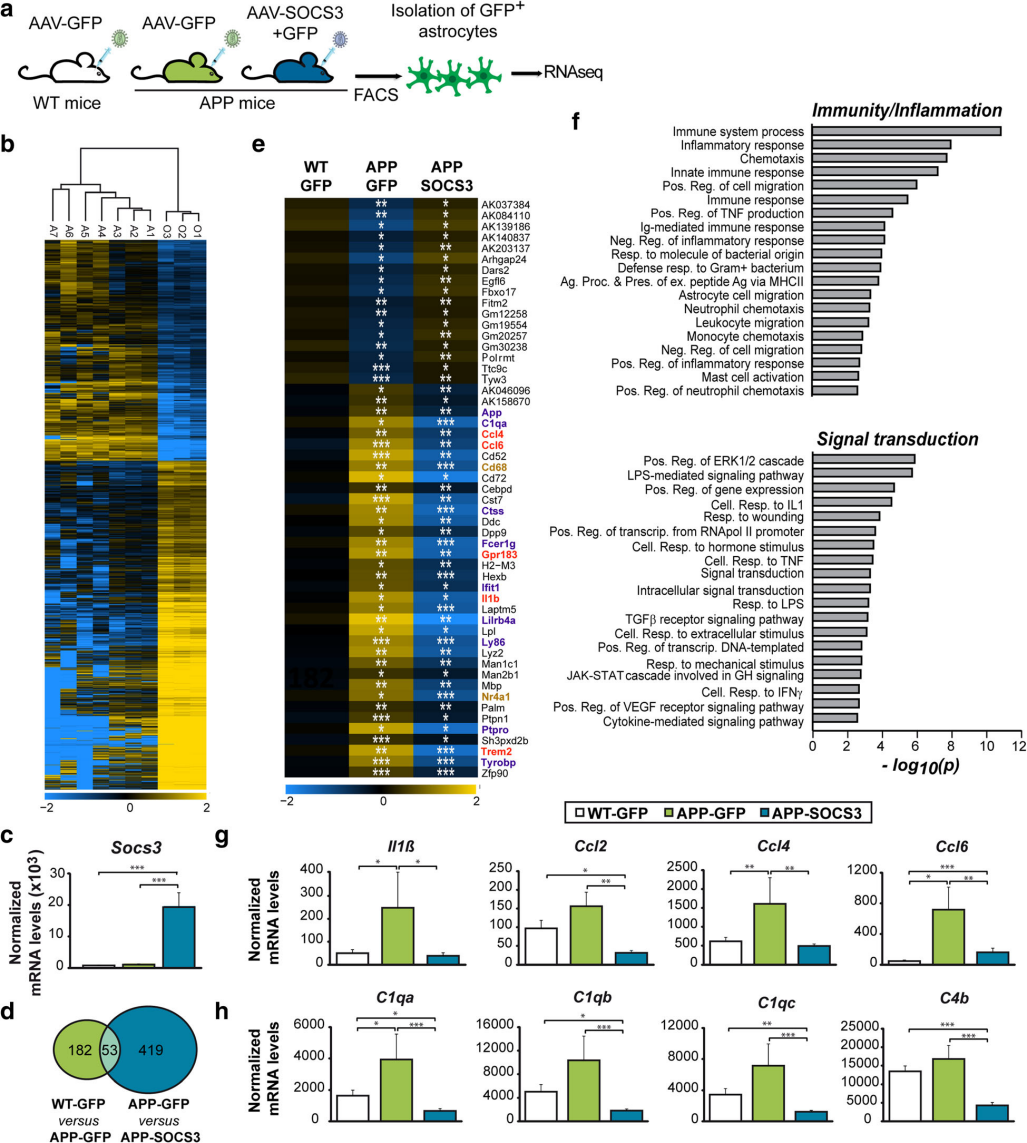
SOCS3 restores the transcriptional profile of APP astrocytes. **a**, Hippocampal astrocytes of 9 month-old WT-GFP (*N* = 7), APP-GFP (*N* = 4) or APP-SOCS3 (*N* = 5) mice were isolated by FACS and their transcriptome examined by RNAseq analysis. **b**, Hierarchical clustering of the ~ 7000 differentially expressed genes between GFP^+^ astrocytes (samples A1-A7) and all other GFP^−^ cells (samples O1-O3), which comprise microglial cells, neurons, oligodendrocyte precursor cells and non-infected astrocytes. **c**, *Socs3* mRNA levels are increased more than 10 times in APP-SOCS3 astrocytes compared to WT-GFP and APP-GFP astrocytes. **d**, Venn Diagram showing the number of differentially expressed genes between WT-GFP and APP-GFP astrocytes and APP-GFP and APP-SOCS3 astrocytes. **e**, Expression levels for the 53 genes dysregulated in APP-GFP astrocytes and normalized in APP-SOCS3. Color scale represents mean-centered expression (log2-transformed). Genes belonging to immunity/inflammation pathways are in purple, those belonging to signal transduction are in brown. Genes common to the two pathways are in red. **f**, Pathway analysis on the 472 genes regulated by SOCS3 in APP astrocytes reveals a specific enrichment in GO terms linked to immunity/ inflammation and signal transduction. Ag. Proc & Pres. = antigen processing and presentation. Cell. = cellular. Ex. = exogenous. Neg. = negative. Pos. = positive. Reg. = regulation. Resp. = response. **g**, **h**, SOCS3 normalizes gene expression of cytokines/chemokines (**g**) and complement factors (**h**), which are induced in APP-GFP astrocytes. Wald test, * *p* < 0.05, ** *p <* 0.01, *** *p <* 0.001

After validation of sorting efficiency, we then compared the transcriptome of GFP^+^ astrocytes between the three groups. 

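Pairs of samples of the same group were compared across genes, which are not independent replicates. Pearson's r of log2 levels was 0.622 to 0.919 between WT-GFP astrocytes, 0.683 to 0.876 between APP-GFP astrocytes, 0.848 to 0.916 between APP-SOCS3 astrocytes and 0.925 to 0.945 between samples of GFP- cells. The number of genes detected ranged from 15575 to 25514 in WT-GFP, from 16471 to 25273 in APP-GFP and from 22050 to 26757 in APP-SOCS3 astrocytes. *Apoe* alone took 3.22% to 6.84% of the normalized levels in WT-GFP astrocytes and 0.252% to 0.607% in GFP- cells. Levels of *App* (chromosome 16 from 84954437 to 85173743), of which APP mice carry a mutated transgene, were 4385 ± 1258 (SD, n = 7) in WT-GFP, 8215 ± 3353 (SD, n = 4) in APP-GFP and 3882 ± 1502 (SD, n = 5) in APP-SOCS3 astrocytes. They were called higher in APP-GFP than WT-GFP (log2 fold change 0.86, standard error 0.346, exact permutation *p* = 0.0424) and lower in APP-SOCS3 than APP-GFP (−1.04, standard error 0.349, exact *p* = 0.0635). They did not differ between APP-SOCS3 and WT-GFP astrocytes (−0.18, exact *p* = 0.611), so that *App* levels do not set APP-SOCS3 samples apart as carriers of the transgene, and GFP- cells of WT-GFP mice had 38552 ± 4060.1 (SD, n = 3). *Prnp*, whose value covers the neighbouring genes *Prn* and *Prnd*, had mean levels of 1914, 1856 and 1672 in the GFP+ groups and was not called in either comparison. Mean levels of *Ddx3y*, a gene of the Y chromosome, were between 560.3 and 847 in the GFP+ groups, and those of *Xist* were at most 8.13.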

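*Socs3*, the gene transferred to astrocytes, lies on chromosome 11 from 117966089 to 117969366 of mm10. Its normalized mRNA levels were 834 ± 269 (SD, n = 7) in WT-GFP, 1079 ± 493 (SD, n = 4) in APP-GFP and 19463 ± 10281 (SD, n = 5) in APP-SOCS3 astrocytes. Every APP-SOCS3 sample was above every sample of the other GFP+ groups. The mean level of APP-SOCS3 astrocytes was 18.0 times that of APP-GFP astrocytes (log2 fold change 4.2, standard error 0.388, adjusted *p* = 0.00735 by limma, exact permutation *p* = 0.0159, the smallest these samples allow). Over the alternatives this adjusted *p* ranged from 6.61e-24 to 1.000. It was 0.0718 by edgeR, 0.817 with the replicate number as a block and near 1 with a covariate for microglial or endothelial genes. The log2 fold change stayed between 3.19 and 4.43. The mean was 23.3 times that of WT-GFP astrocytes (log2 fold change 4.49, standard error 0.290, adjusted *p* = 8.26e-06, exact *p* = 0.00253, also the smallest), with an adjusted *p* of 2.34e-47 to 0.00794 over the alternatives. APP-SOCS3 replicate 2 reached 37750.1, and without it the ratios of means were 13.8 and 17.8. With each sample left out in turn, the log2 fold change stayed between 3.82 and 4.45 against APP-GFP and between 4.22 and 4.60 against WT-GFP astrocytes. GFP- cells of WT-GFP mice also had high *Socs3* levels, 14611 ± 3831 (SD, n = 3). APP-GFP and WT-GFP astrocytes did not differ (log2 fold change 0.29, exact *p* = 0.479).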

*Socs3* mRNA levels were 12 to 16 times higher in astrocytes of the APP-SOCS3 group than in the APP-GFP and WT-GFP groups respectively (Fig. 2c). We found hundreds of genes differentially expressed between APP-GFP and WT-GFP astrocytes groups and between APP-SOCS3 and APP-GFP astrocytes (Fig. 2d). 

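Of 22969 genes tested between APP-GFP (n = 4) and WT-GFP (n = 7) astrocytes, 513 met both thresholds, 382 of them higher and 131 lower in APP-GFP. Of 22844 tested between APP-SOCS3 (n = 5) and APP-GFP astrocytes, 1301 did, 532 higher and 769 lower in APP-SOCS3. Between APP-SOCS3 and WT-GFP astrocytes, 1197 of 22958 genes were called, 733 higher and 464 lower. The threshold on *p* alone was met by 542 genes (2.36%), 1433 (6.27%) and 1310 (5.71%). With Benjamini-Hochberg adjustment over all genes tested, limma called 1 gene between APP-GFP and WT-GFP (*Cst7*), 1 between APP-SOCS3 and APP-GFP (*Socs3*) and 7 between APP-SOCS3 and WT-GFP (*Socs3* and *Cst7* among them). The groups did not overlap for 72 genes (0.313%, 0.606% by chance), 459 genes (2.01%, 1.59% by chance) and 130 genes (0.566%, 0.253% by chance).
As many calls as between APP-GFP and WT-GFP were found in 88 of 100 splits of the same 11 samples into groups of 4 and 7, the real split included. For APP-SOCS3 against APP-GFP this was 12 of 100 splits, and for APP-SOCS3 against WT-GFP 17 of 100. Apart from the adjustment, calls between APP-GFP and WT-GFP went from 113 (DESeq2 with shrunken fold changes, chosen after seeing the data) to 1100 (sample quality weights), and were 123 of 12928 genes with a mean level of at least 100. Between APP-SOCS3 and APP-GFP they went from 491 (a covariate for microglial genes) to 1492 (no minimum level). With 1 sample left out, calls ranged from 393 (without WT-GFP replicate 1) to 677 (without APP-GFP replicate 2) in the former and from 1052 (without APP-SOCS3 replicate 3) to 1836 (without APP-GFP replicate 1) in the latter comparison. The median log2 fold change of all genes tested between APP-SOCS3 and WT-GFP was 0.19, and 0.02 by edgeR on the whole reads. The balance of directions against WT-GFP depended on the method. In APP-GFP, 53 calls were higher and 70 lower at a mean level of at least 100, and 205 and 325 by DESeq2, while the other alternatives kept more genes higher. In APP-SOCS3, these were 117 and 324, and 340 and 824 by DESeq2, with 441 and 762 by edgeR.
Among the genes with the smallest adjusted *p* between APP-SOCS3 and APP-GFP astrocytes were the immediate early genes *Btg2* (chromosome 1 from 134074865 to 134079155) and *Egr1* (chromosome 18 from 34859823 to 34864981). *Btg2* levels were 4249 ± 649.7 (SD, n = 4) in APP-GFP and 2066 ± 229.6 (SD, n = 5) in APP-SOCS3 astrocytes (log2 fold change −1.03, standard error 0.148, exact permutation *p* = 0.0159). *Egr1* levels were 6372 ± 611 and 1957 ± 733 (log2 fold change −1.79, standard error 0.262, exact *p* = 0.0159). In GFP- cells their means were 43943 and 77475. *Ms4a4a* was at or under 3 reads in every APP-SOCS3 sample and at 66.3 ± 40.8 (SD, n = 4) in APP-GFP astrocytes, at least 22.6-fold lower. *Clec10a* had 51.8 ± 14.6 in APP-GFP, 1.26 ± 3.35 in WT-GFP and 6.20 ± 13.9 in APP-SOCS3 astrocytes.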

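Of the 1301 genes called between APP-SOCS3 and APP-GFP astrocytes, 769 were lower in APP-SOCS3, which is 59.1% (Wilson 95% confidence interval 56.4% to 61.7%, which covers counting error only). Among genes with a mean level of at least 100 in either group, the share was 75.5% of 650 calls. By edgeR on the whole reads it was 69.9% of 1323 calls, and by DESeq2 65.8% of 1440 calls. The share depended on single samples of the APP-GFP group, as it was 45.6% without APP-GFP replicate 4 and 68.1% without APP-GFP replicate 2. All genes tested, called or not, had a median log2 fold change of 0.08. Of the genes called lower in APP-SOCS3, 87.5% had a lower level in APP-GFP astrocytes than in GFP- cells, against 74.4% of those called higher and 59.5% of all genes tested.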

A majority of genes (85%) were down-regulated by SOCS3, consistent with its inhibitory action on STAT3-mediated transcription. Several genes previously described as up-regulated in astrocytes acutely isolated from 15 month-old APP mice [62], were already induced at 9 months in APP-GFP compared to WT-GFP astrocytes (e.g. *Cst7, Ccl4, Ccl6, Ctss, Trem2, Tyrobp, Il1b*). 

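*Cst7* (chromosome 2 from 150570414 to 150578944) had the smallest adjusted *p* of this comparison. Its normalized mRNA levels were 2094 ± 1809.7 (SD, n = 4) in APP-GFP and 1.61 ± 4.25 (SD, n = 7) in WT-GFP astrocytes, where it was detected in replicate 5 only. Its log2 fold change was 10.06 (standard error 1.05, adjusted *p* = 0.00730 by limma, exact permutation *p* = 0.00606, the smallest these samples allow). Its adjusted *p* ranged from 1.19e-05 to 1.000 over the alternatives. All of them called the gene except DESeq2 with shrunken fold changes, chosen after seeing the data (log2 fold change 0.38). In APP-SOCS3 astrocytes, *Cst7* levels were 319 ± 243 (SD, n = 5), still above WT-GFP astrocytes (log2 fold change 7.34, adjusted *p* = 0.0244 by limma, up to 0.715 over the alternatives). The gene was thus not brought back to its WT-GFP level. *Ccl6* levels were 720.0 ± 593 in APP-GFP and 48.7 ± 37.4 in WT-GFP astrocytes (log2 fold change 4.28, standard error 1.18, exact *p* = 0.00606). *Tyrobp* levels were 2366 ± 2029 in APP-GFP and 583 ± 340.3 in WT-GFP astrocytes (log2 fold change 1.85, standard error 0.597, exact *p* = 0.0545). *Trem2* levels were 1761 ± 1451 in APP-GFP and 444 ± 275 in WT-GFP astrocytes (log2 fold change 1.76, standard error 0.729, exact *p* = 0.0667). These 4 genes met both thresholds. *Trem2* no longer did without APP-GFP replicate 2 or 3 (1.38 and 1.27) or without WT-GFP replicate 1 or 7 (1.50 for both). Nor did it with sample quality weights (1.31) or with the microglial markers as a covariate (0.85). With that covariate *Cst7*, *Ccl6* and *Tyrobp* still met both thresholds (9.10, 3.36 and 1.17). The paper reports higher *Trem2* and lower *Tmem119* in microglia that had taken up amyloid. The markers of the covariate need not follow RNA of such cells, so these calls do not tell an induction in astrocytes from it.
*Ctss*, *Ccl4* and *Il1b* had higher means in APP-GFP astrocytes but did not meet the threshold on *p*. *Ctss* levels were 8204 ± 6573 in APP-GFP and 3101 ± 1467 in WT-GFP astrocytes (log2 fold change 1.08, standard error 0.576, exact *p* = 0.145), and without APP-GFP replicate 1 the gene met it (1.64), while without APP-GFP replicate 3 the fold change was 0.63. *Ccl4* and *Il1b* had log2 fold changes of 1.16 (exact *p* = 0.121) and 2.67 (exact *p* = 0.158). *Ccl4* met it without APP-GFP replicate 1 (1.63) or WT-GFP replicate 3 (1.29). By edgeR (1.42 for both) and by DESeq2 (1.40 and 1.38), *Ctss* and *Ccl4* met both thresholds. As a list, the 7 genes had a median log2 fold change of 1.85, and all 7 were higher in APP-GFP (camera *p* = 5.35e-13, fry 0.00134, estimated correlation 0.00546). Adjusted over the list alone, limma called 3 of them, against 1 with adjustment over all genes tested. As the list was chosen by the study on these samples, neither the former count nor the set tests are independent evidence. All 7 genes were lower in GFP+ astrocytes than in GFP- cells of WT-GFP mice (median log2 fold change −3.76), although *Cst7* was higher in every APP-GFP astrocyte sample than in every sample of GFP- cells.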

Gene Ontology (GO) analysis with DAVID showed an enrichment in biological processes related to inflammation/immunity (data not shown), as reported in 15 month-old APP mice [62], as well as in laser captured cortical astrocytes from AD patients [73]. 

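Of the genes called between APP-GFP and WT-GFP astrocytes, 118 were also called between APP-SOCS3 and APP-GFP astrocytes, all of them in the opposite direction. Of these, 89 were higher in APP-GFP and lower in APP-SOCS3, and 29 the reverse. Both comparisons use the same 4 APP-GFP samples, so that opposite calls also arise between unchanged groups. When group means were removed and the samples regrouped at random, 60 of 100 draws gave as many opposite calls, with a median of 147 (from 0 to 2068). The number was 38 among genes with a mean level of at least 100 and 263 when all 19 samples were fitted together, the alternative that moved it most upwards. It was 224 without APP-GFP replicate 1 and 206 without APP-GFP replicate 4.
Of the genes shown in Fig. 2e, 46 were matched by symbol. 46 of 46 went in opposite directions in the 2 comparisons, 25 were called in both, 28 between APP-GFP and WT-GFP and 37 between APP-SOCS3 and APP-GFP. The 34 genes higher in APP mice had a median log2 fold change of 1.16 in APP-GFP against WT-GFP and −2.04 in APP-SOCS3 against APP-GFP, and the 12 lower genes −0.92 and 0.98. Adjusted over the list alone, limma called 8 and 26 of the former and 5 and 0 of the latter. Over all genes tested these were 1, 0, 0 and 0. The study chose these genes on the same samples, so the count over the list is not independent evidence. *Lyz2* levels were 679 ± 523 (SD, n = 7) in WT-GFP, 3756 ± 2003 (SD, n = 4) in APP-GFP and 644 ± 486 (SD, n = 5) in APP-SOCS3 astrocytes, with an exact permutation *p* of 0.00606 and 0.0159, in both cases the smallest the samples allow. *Tyw3*, a gene lower in APP mice, had levels of 455 ± 132, 184 ± 66.1 and 315 ± 48.3, with an exact *p* of 0.00606 and 0.0159. Of the genes higher in APP mice, 32 of 34 were lower in GFP+ astrocytes than in GFP- cells.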

Fifty-three genes were either down- or up-regulated in APP-GFP mice relatively to WT-GFP mice and restored by SOCS3 (Fig. 2d, e). This list was also significantly enriched in GO biological processes linked to inflammation/immunity and signal transduction (*p* < 0.05, Fig. 2e). In the list of 472 genes regulated by SOCS3 in APP mice, there was an even larger number of enriched GO terms linked to these biological processes (*p* < 3.10^− 3^, Fig. 2f). For example, SOCS3 abrogated the induction of the cytokines and chemokines *Il1β, Ccl2, Ccl4* and *Ccl6* observed in APP-GFP astrocytes (Fig. 2g). 

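Normalized mRNA levels of *Ccl2* (chromosome 11 from 82035575 to 82037452) were 97.8 ± 57.6 (SD, n = 7) in WT-GFP, 157 ± 75.7 (SD, n = 4) in APP-GFP and 31.6 ± 13.9 (SD, n = 5) in APP-SOCS3 astrocytes. All 5 APP-SOCS3 samples were below all APP-GFP samples (log2 fold change −2.24, standard error 0.596, exact permutation *p* = 0.0159), while the rise in APP-GFP against WT-GFP was within the spread between samples (1.34, standard error 1.23, exact *p* = 0.236, and 0.37 without WT-GFP replicate 2). Levels of *Ccl6* in APP-SOCS3 astrocytes were 161 ± 122 (SD, n = 5), lower than in APP-GFP astrocytes by both thresholds (log2 fold change −2.25, standard error 0.842, exact *p* = 0.0794), though not without APP-GFP replicate 3 (−1.76). *Ccl4* levels were 618 ± 283, 1617 ± 1395 and 495 ± 123 in the same order of groups. The decrease met both thresholds (log2 fold change −1.33, standard error 0.495, exact *p* = 0.0635), also not without APP-GFP replicate 3 (−0.81). *Il1b* levels were 49.9 ± 41.6, 249.5 ± 314 and 39.4 ± 28.0. Their decrease did not meet the threshold on *p* (log2 fold change −1.99, standard error 0.997, exact *p* = 0.111), except by edgeR (−2.66), by DESeq2 (−2.66, or −0.97 with shrunken fold changes) and without APP-GFP replicate 1 (−2.81). Without APP-GFP replicate 3 it was −1.15. As a list, the 4 genes fell by a median of 2.12 on the log2 scale (camera *p* = 7.23e-06, fry 0.00653, estimated correlation 0.0153), and 3 were called adjusted over the list alone, 0 over all genes tested (3 at an unadjusted *p* under 0.05). The study chose this list on the same samples. The 20 microglial marker genes, none of which is among these 4, had a median of −1.89 in the same comparison, and with the mean of these markers as a covariate *Il1b*, *Ccl4* and *Ccl6* no longer fell. This covariate separated APP-SOCS3 from APP-GFP samples without overlap, so the fit cannot tell microglial RNA from an effect of SOCS3. From these genes, the paper states that SOCS3 abrogated the induction of cytokines and chemokines in APP astrocytes.

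**Figure D2:**
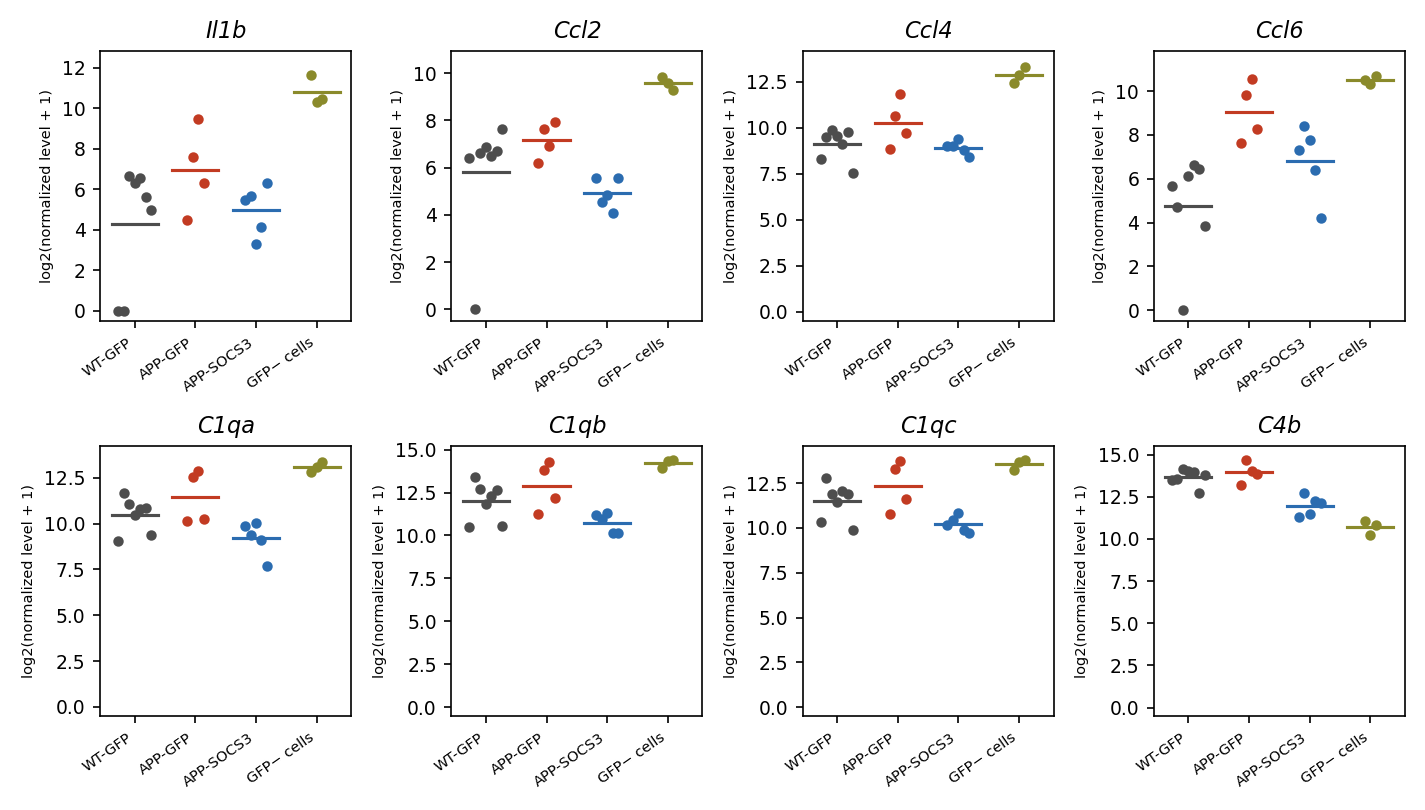
Normalized mRNA levels of 4 cytokine and chemokine genes and 4 complement genes in each sample, as log2(level + 1), in GFP- cells and in WT-GFP, APP-GFP and APP-SOCS3 astrocytes, with samples as points and group means of the log2 levels as lines. All 5 APP-SOCS3 samples lie below all APP-GFP samples for *Ccl2*, *C1qa* and *C4b*.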

Interestingly, several complement factors (*C1qa, C1qb, C4b, C1qc),* were down-regulated by SOCS3 in APP astrocytes (Fig. 2h).

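*C4b* (chromosome 17 from 34728380 to 34743897) had normalized mRNA levels of 13563 ± 3867 (SD, n = 7) in WT-GFP, 16869 ± 7272 (SD, n = 4) in APP-GFP and 4327 ± 1762 (SD, n = 5) in APP-SOCS3 astrocytes. Its reads may be shared with the near-identical gene *C4a*, so the level is that of the annotated region. It was lower in all 5 APP-SOCS3 samples than in any APP-GFP sample (log2 fold change −1.96, standard error 0.338, exact permutation *p* = 0.0159) and lower than in WT-GFP astrocytes (−1.68, standard error 0.277, exact *p* = 0.00505). It was the only one of the 4 genes with higher levels in GFP+ astrocytes than in GFP- cells (1734 ± 504, SD, n = 3). *C1qa* levels were 1652 ± 926, 3949 ± 3253 and 671 ± 330.2 in WT-GFP, APP-GFP and APP-SOCS3 astrocytes, and 8816 ± 1629.6 in GFP- cells. The log2 fold change between APP-SOCS3 and APP-GFP was −2.26 for *C1qa* (standard error 0.644, exact *p* = 0.0159), −2.13 for *C1qb* (0.554, exact *p* = 0.0317) and −2.15 for *C1qc* (0.530, exact *p* = 0.0317). All 4 genes met both thresholds, also with each sample left out in turn. Against WT-GFP astrocytes, all 4 were lower in APP-SOCS3, with a median log2 fold change of −1.26. Between APP-GFP and WT-GFP astrocytes none met the threshold on *p*, with log2 fold changes from 0.28 to 1.00. Without APP-GFP replicate 1, *C1qa*, *C1qb* and *C1qc* met it (1.43, 1.43 and 1.40), and without APP-GFP replicate 4 *C1qa* did (1.40). *C1qa* also met both thresholds by edgeR (1.29) and by DESeq2 (1.25, or 0.68 with shrunken fold changes). Without APP-GFP replicate 3, the log2 fold changes of the *C1q* genes fell to 0.53, 0.43 and 0.43, and that of *C4b* was 0.02 without APP-GFP replicate 2. The list fell in APP-SOCS3 against APP-GFP by a median of 2.14 on the log2 scale (camera *p* = 1.48e-09, fry 0.00443, estimated correlation 0.00842), with 4 genes called adjusted over the list alone and 0 over all genes tested (4 at an unadjusted *p* under 0.05), on samples the study had also used to choose the list. With the microglial markers as a covariate, *C1qa*, *C1qb* and *C1qc* no longer fell (0.28, 0.32 and 0.11), while *C4b* still met both thresholds (−1.29). As this covariate separated APP-SOCS3 from APP-GFP samples without overlap, the fit cannot decide whether microglial RNA explains the fall.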

We then studied SOCS3 effects on reactive astrocyte genes, as described in previous transcriptional studies [14, 48]. Strikingly, SOCS3 reduced the expression of genes from all three categories of reactive markers (pan, A1 and A2) that were induced in APP astrocytes (Fig. 3a). 

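Fig. 3a lists 13 pan reactive, 13 A1 and 13 A2 genes, categories that earlier studies assigned to astrocytes after stroke or inflammation. Those with enough signal in APP-SOCS3 or APP-GFP astrocytes were 11 pan, 13 A1 and 9 A2 genes. Between APP-SOCS3 and APP-GFP astrocytes, the median log2 fold change was −1.02 for pan genes, of which 5 met both thresholds, all lower in APP-SOCS3 (camera *p* = 1.23e-06, fry 0.00594, estimated correlation 0.00549). It was −0.72 for A1 genes, with 5 called lower (camera *p* = 3.67e-05, fry 0.0108, estimated correlation 0.0153). For A2 genes it was −0.64, with 3 called lower, and the set test held with the preset correlation only (camera *p* = 0.0175, fry 0.179, estimated correlation 0.104). The A2 median was −0.13 without APP-GFP replicate 3, −0.12 without APP-SOCS3 replicate 5 and −1.0 without APP-GFP replicate 2. Adjusted over the list alone, limma called 2 pan, 0 A1 and 3 A2 genes, against 0 in each list over all genes tested (5, 5 and 3 at an unadjusted *p* under 0.05). *S1pr3* fell from 1118 ± 352 (SD, n = 4) in APP-GFP to 171 ± 129 (SD, n = 5) in APP-SOCS3 astrocytes (log2 fold change −3.09, standard error 0.647, exact permutation *p* = 0.0159), and *Hspb1* from 1189.7 ± 912 to 184 ± 139 (−2.52, standard error 0.630, exact *p* = 0.0317). *Gbp2*, an A1 gene with close paralogs, had a log2 fold change of −1.69 (standard error 0.576, exact *p* = 0.0317), and the A2 gene *Stat3* one of −0.80 (standard error 0.254, exact *p* = 0.0317).
Between APP-GFP and WT-GFP astrocytes, the medians were 0.36 for pan, 0.38 for A1 and 0.17 for A2 genes, with 10 of 12, 9 of 13 and 7 of 9 genes higher in APP-GFP. No gene of the lists met both thresholds in that comparison (0 at an unadjusted *p* under 0.05), and the camera *p* values were 0.121, 0.248 and 0.475. In GFP- cells of WT-GFP mice most of these genes were higher than in GFP+ astrocytes, 11 of 13 pan, 12 of 13 A1 and 10 of 12 A2 genes. With the endothelial markers as a covariate, the medians of the lists between APP-SOCS3 and APP-GFP astrocytes were −0.81, 0.54 and −0.18. This covariate separated both groups without overlap, so the fit cannot tell endothelial RNA from an effect of SOCS3. From the fall of genes in each list, the paper states that SOCS3 lowered genes of each reactive category that were induced in APP astrocytes.

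**Figure D3:**
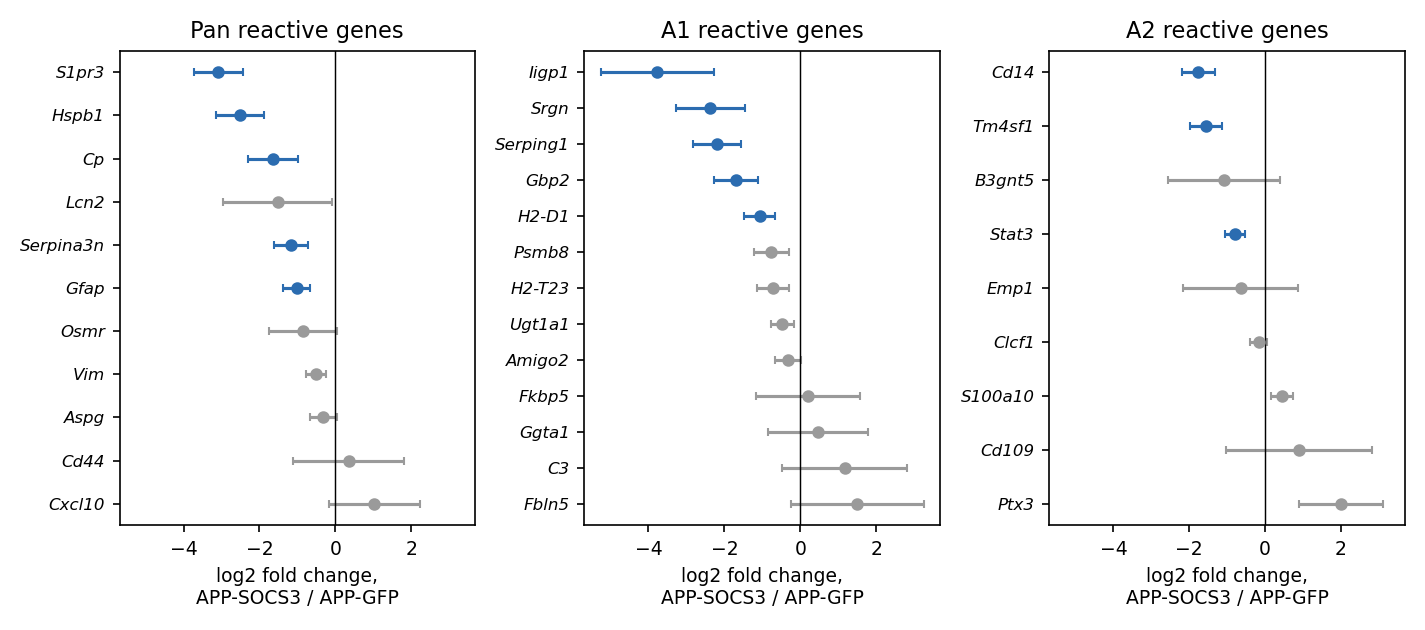
Log2 fold changes between APP-SOCS3 and APP-GFP astrocytes of the pan reactive, A1 and A2 genes of Fig. 3a that were tested, with standard errors as bars. Blue points met both thresholds on *p* and fold change, grey points did not.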

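Of the pan reactive genes of Fig. 3a that were tested, *Cd44* and *Cxcl10* were not lower in APP-SOCS3 than in APP-GFP astrocytes, with log2 fold changes of 0.35 (standard error 1.47) and 1.02 (standard error 1.20). Among A1 genes these were *Fbln5* (1.50), *C3* (1.17), *Ggta1* (0.47) and *Fkbp5* (0.21), and among A2 genes *Ptx3* (2.01), *Cd109* (0.89) and *S100a10* (0.45). For *Fbln5*, *C3*, *Ggta1* and *Cd109* the arithmetic mean of the levels was nevertheless lower in APP-SOCS3 astrocytes, since samples near 0 weigh more on the log2 scale. None of these increases met the threshold on *p*, and the exact permutation *p* was smallest for *Ptx3* (0.0794). *S100a10*, the most abundant of them, had levels of 1192 ± 483 in WT-GFP, 1177 ± 181 in APP-GFP and 1691 ± 573 in APP-SOCS3 astrocytes (SD, n = 7, 4 and 5). *Lcn2*, *Osmr*, *Aspg*, *Amigo2*, *Psmb8*, *H2-T23*, *B3gnt5* and *Emp1* had lower means on the log2 scale in APP-SOCS3, but differed by less than the spread between samples allows to call. *H2-T23* may share reads with related genes. *Ugt1a1* and *Clcf1*, which share their deposited value with neighbouring genes, were also lower and not called. Compared with WT-GFP astrocytes, APP-SOCS3 astrocytes had a median log2 fold change of −0.53 over the 11 pan genes tested, −0.29 over 13 A1 genes and 0.08 over 8 A2 genes, while all genes tested had a median of 0.19. In that comparison, 3 pan, 4 A1 and 3 A2 genes were called lower and 1 pan gene, *Cd44*, was called higher (3.07, standard error 1.34, exact *p* = 0.0480).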

Few genes were not down-regulated by SOCS3, suggesting that even if SOCS3-expresing astrocytes show a significant down-regulation of reactive genes, they may still not be fully comparable to normal astrocytes from WT mice. Last, to gain insight into the transcriptional networks regulated by SOCS3 in APP astrocytes, we performed a weighted gene correlation network analysis (WGCNA). This statistical method identifies modules of co-regulated genes across samples. One module among 19 was identified as differentially expressed between the three groups (*p* = 0.018, Fig. 3b). This module was comprised of 567 genes mainly down-regulated by SOCS3 (Fig. 3c). 

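The network analysis itself was not repeated here, as only the 20 most connected genes of the module are listed in Table S2. Their joint level in each sample was summarised by the first principal component of their scaled log2 levels over the 16 GFP+ samples, signed so that it rises with the mean of the genes, which held 91.8% of their variance. It was 0.118 ± 0.190 (SD, n = 7) in WT-GFP, 0.127 ± 0.261 (SD, n = 4) in APP-GFP and −0.266 ± 0.127 (SD, n = 5) in APP-SOCS3 astrocytes. APP-SOCS3 astrocytes differed from APP-GFP astrocytes by −0.393 (exact permutation *p* = 0.0317, where the smallest possible is 0.0159) and from WT-GFP astrocytes by −0.384 (exact *p* = 0.00505). The difference between APP-GFP and WT-GFP astrocytes was 0.00951 (exact *p* = 0.939). With each sample left out in turn, the difference between APP-SOCS3 and APP-GFP stayed between −0.478 and −0.332. The exact *p* was then 0.0286 to 0.0714, and no longer under 0.05 in 7 of 16 cases. These cases include WT-GFP samples, which are not part of this comparison. Without 1 of the samples compared, the smallest possible exact *p* is 0.0286 or 0.0357, so a small overlap takes it past 0.05. Endothelial marker genes, none of which is in Table S2, had a median log2 fold change of −2.63 between APP-SOCS3 and APP-GFP astrocytes. The study chose these genes on the same samples.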

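*Gfap* (chromosome 11 from 102887337 to 102897200) had normalized mRNA levels of 12064 ± 1946 (SD, n = 7) in WT-GFP, 16902 ± 9127 (SD, n = 4) in APP-GFP and 7791 ± 2945 (SD, n = 5) in APP-SOCS3 astrocytes, against 861 ± 389 (SD, n = 3) in GFP- cells. It was called lower in APP-SOCS3 than in APP-GFP astrocytes (log2 fold change −1.02, standard error 0.355, exact permutation *p* = 0.0794), except without APP-GFP replicate 3 (−0.84), and lower than in WT-GFP astrocytes (−0.68, standard error 0.188, exact *p* = 0.0177). The rise in APP-GFP against WT-GFP astrocytes was not called (0.33, exact *p* = 0.309, and 0.04 without APP-GFP replicate 2). *Vim* went from 5648 ± 1796 in APP-GFP to 3878 ± 916 in APP-SOCS3 astrocytes, a change that did not meet the threshold on *p* (−0.51, standard error 0.262, exact *p* = 0.175). Among A1 genes, *Serping1* fell from 770.3 ± 627 to 142 ± 69.5 (−2.19, standard error 0.626, exact *p* = 0.0317) and *Srgn* from 115 ± 94.8 to 18.4 ± 11.1 (−2.37, exact *p* = 0.0317). *H2-D1*, whose reads may be shared with related genes of the major histocompatibility complex, fell from 9650.2 to 3995 (−1.07, exact *p* = 0.111). *Srgn* was no longer called without APP-GFP replicate 2 or 3 (−1.91 and −2.00), nor was *H2-D1* (−0.74 and −0.85, and −0.90 without APP-SOCS3 replicate 5). Among A2 genes, *Tm4sf1* fell from 2986 ± 1485 to 942 ± 299 (−1.55, exact *p* = 0.0476) and *Cd14* from 1082 ± 763 to 264 ± 57.0 (−1.76, exact *p* = 0.0159). Levels in GFP- cells were higher than in GFP+ astrocytes of WT-GFP mice for these genes other than *Gfap*, for example 3879 against 506 for *Serping1*.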

Interestingly, this module contained several pan *(Gfap, Vimentin)*, A1 (*Serping1*, *H2-D1, Srgn)* and A2 (*Tm4sf1, CD14*) genes (Additional file 5: Table S2), emphasizing that markers of these two extreme classes are co-regulated by SOCS3. This module also contained genes related to inflammation (e.g. *C1qa, C1qb, C1qc, Ccl3,* Additional file 5: Table S2, Additional file 6: Figure S4). 

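*Ccl3* levels were 99.7 ± 70.7 (SD, n = 7) in WT-GFP, 209 ± 142 (SD, n = 4) in APP-GFP and 69.9 ± 19.8 (SD, n = 5) in APP-SOCS3 astrocytes. The gene met both thresholds between APP-SOCS3 and APP-GFP (log2 fold change −1.31, standard error 0.566, exact permutation *p* = 0.0635) and only that on fold change between APP-GFP and WT-GFP (1.01, standard error 0.671, exact *p* = 0.152). Over the 11 module genes that the paper names in its text, the median log2 fold change between APP-SOCS3 and APP-GFP astrocytes was −1.76, and 10 of 11 were called lower (camera *p* = 1.97e-15, fry 0.0152, estimated correlation 0.0224). Adjusted over the list alone, limma called 10 of them, and 0 over all genes tested (10 at an unadjusted *p* under 0.05), on samples from which the module had been built. Against WT-GFP astrocytes, the median of the 11 genes was −1.24 and 9 were called lower. Between APP-GFP and WT-GFP it was 0.47, with 0 called (0 at an unadjusted *p* under 0.05). Apart from *Gfap*, all 11 genes had higher levels in GFP- cells than in GFP+ astrocytes of WT-GFP mice.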

We performed an interaction network analysis with STRING on the 100 most connected genes of the module. Gene networks linked to complement system/inflammation were identified, as well as cytoskeleton and cell adhesion, which may underlie the morphological changes characteristic of reactive astrocytes (Additional file 6: Figure S4).

**Fig. 3:**
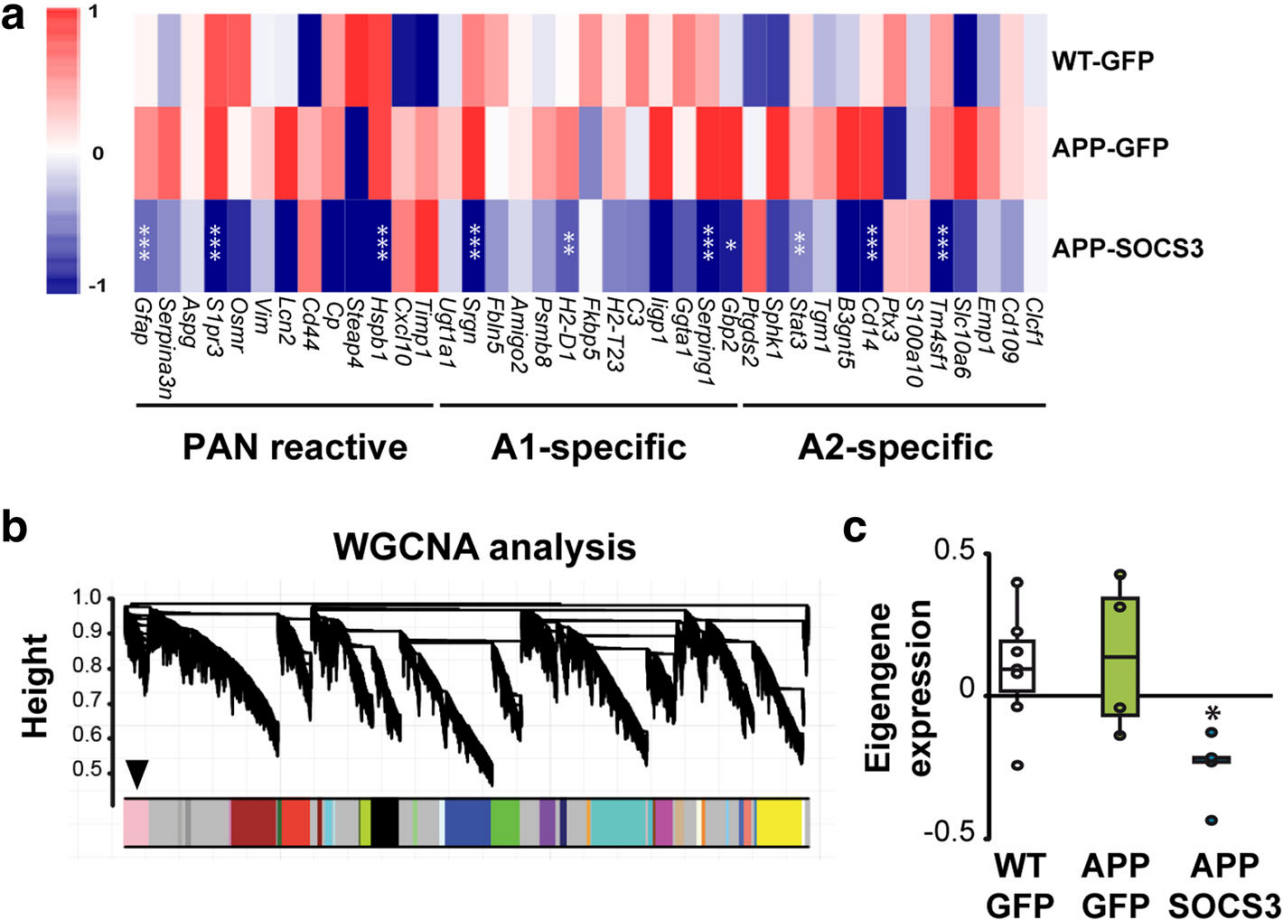
SOCS3 inhibits the expression of reactive astrocyte markers. **a**, Heatmaps of genes belonging to the pan, A1 or A2 reactive astrocyte cassettes. SOCS3 decreases the expression of markers belonging to all categories, in APP astrocytes. Color scales represent mean-centered expression (log2-transformed). Wald test. **b**, Dendrogram obtained by WGCNA with the significant module indicated with an arrow. **c**, The significant WGCNA module is mainly formed by genes down-regulated by SOCS3. ANOVA. *N* = 7-4-5. * *p* < 0.05, ** *p <* 0.01, *** *p <* 0.001

Overall, these results show that SOCS3 operates as a master inhibitor on transcriptional programs of reactivity, regulating different neuroinflammatory markers in reactive astrocytes.

#### JAK2-STAT3-mediated astrocyte reactivity promotes amyloid deposition in APP mice

The identification of a master regulator of reactive astrocytes makes it possible to evaluate their overall contribution to AD pathological outcomes. We first investigated the impact of JAK2-STAT3-mediated astrocyte reactivity on amyloid deposition, a major histopathological hallmark of AD [24]. SOCS3-mediated inhibition of astrocyte reactivity significantly reduced the number of BAM10^+^ amyloid plaques in the hippocampus of 9 month-old APP mice (Fig. 4a, b). This effect was also observed after labeling plaques with methoxy-XO4 (MXO4), a fluorescent Congo red-derivative that binds aggregated amyloid (− 36%, *p* < 0.05, Student *t* test, data not shown). Importantly, over-activation of astrocytes with JAK2ca had opposite effects (Fig. 4a, b). The average size of individual plaques was identical between groups, suggesting that only the number, not the properties of plaques was impacted by SOCS3 (Fig. 4c). Levels of soluble human amyloid β (Aβ)42 and Aβ40 peptides, and their ratio were not significantly different between APP-GFP, APP-SOCS3 or APP-JAK2ca mice (Fig. 4d). Moreover, changes in amyloid plaque load were not due to changes in the expression of proteins involved in amyloid precursor protein (APP) metabolism. Indeed, protein levels of APP itself, of the pro-amyloïdogenic β-secretase BACE1, or of insulin degrading enzyme (IDE) and apolipoprotein E (ApoE), two proteins released by astrocytes and involved in Aβ elimination, were not impacted by SOCS3 or JAK2ca (Additional file 7: Figure S5).

**Fig. 4:**
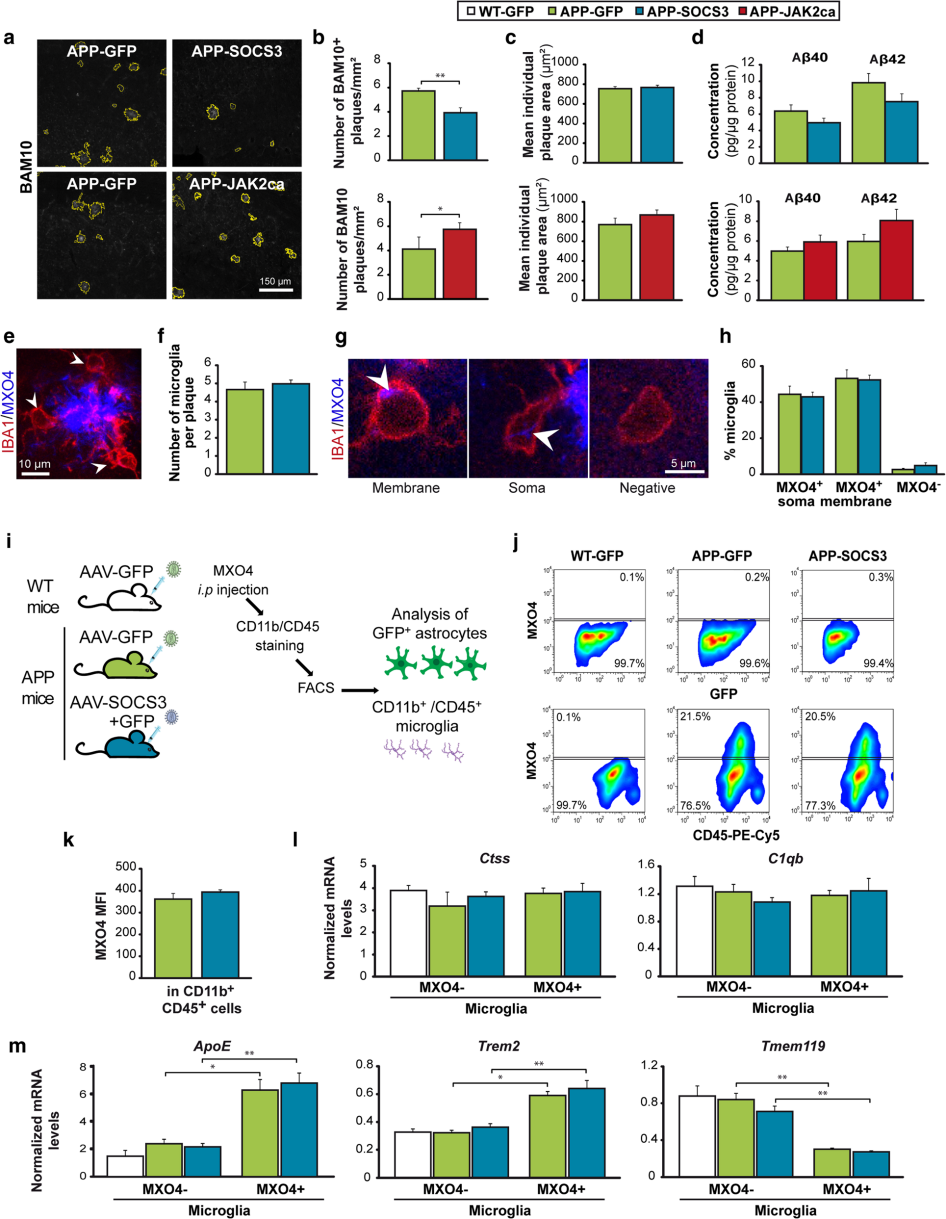
Inhibition of JAK2-STAT3-mediated astrocyte reactivity reduces amyloid load in APP mice without impacting microglial cells **a**, Representative images of BAM10^+^ amyloid plaques (white) automatically delineated in yellow in APP-GFP, APP-SOCS3 and APP-JAK2ca mice. **b**, The number of hippocampal BAM10^+^ plaques is significantly decreased by SOCS3 (*N* = 9–8) and increased by JAK2ca in APP mice (*N* = 6–6). SOCS3 and JAK2ca effects were measured in two independent cohorts. **c**, The average size of individual BAM10^+^ amyloid plaque is similar between groups. **d**, Dosage of Aβ40 and Aβ42 peptide concentrations in Triton-X100-soluble protein homogenates from the hippocampus of APP-GFP (*N* = 10 or 6), APP-SOCS3 (*N* = 8) and APP-JAK2ca mice (*N* = 6). Aβ40 and 42 levels are not significantly different between groups. **e**, IBA1^+^ microglial cells (red, arrowheads) in contact with a MXO4^+^ amyloid plaque (blue). **f**, The number of microglia per plaque is similar between APP-GFP and APP-SOCS3 mice. *N* = 10–8. **g**, Confocal images of MXO4^+^ material (blue) in IBA1^+^ microglial cells (red). Microglial cells in contact with plaques either display MXO4 staining (white arrowhead) at the membrane, in the cytosol or are MXO4^−^. **h**, The proportion of these three classes of microglial cells is not different between groups. *N* = 10–8. **i**, Experimental design to monitor Aβ phagocytosis. WT-GFP (*N* = 10), APP-GFP (*N* = 6) and APP-SOCS3 (*N* = 8) mice were injected with MXO4, 3 h before sacrifice. After staining, hippocampal CD11b^+^/CD45^+^ microglia and GFP^+^ astrocytes were analyzed by FACS. **j**, Representative gates to analyze MXO4^+^ amyloid uptake in astrocytes and microglia. There are 20% MXO4^+^ microglial cells in both APP-GFP and APP-SOCS3 groups and no MXO4^+^ astrocytes. **k**, No difference in the MXO4 median fluorescent intensity (MFI) is observed between APP-GFP and APP-SOCS3 microglial cells. **l**-**m**, RT-qPCR analysis on microglial cells acutely isolated from the hippocampus of 12 month-old WT-GFP, APP-GFP and APP-SOCS3 mice. **l** mRNA levels of *Ctss* and *C1qb,* two microglial homeostatic genes, is similar in all groups. **m**, *Apoe* and *Trem2* mRNA levels are higher in phagocytic MXO4^+^ microglia than non-phagocytic MXO4^−^ microglia, while *Tmem119* levels are lower in MXO4^+^ microglia. This transcriptional profile is reminiscent of DAM microglia [34]. Astrocyte de-activation by SOCS3 does not impact the transcriptional profile of either type of microglia. *N* = 3–8/group. **b**, **d**, **h**, Student t test. **c**, **f**, **k**, Kruskall-Wallis test. **l**, **m**, One way ANOVA to compare the 3 groups within MXO4^−^ cells and Student t test to compare two groups within MXO4^+^ cells. Mann-Whitney test to compare MXO4^+^ and MXO4^−^ microglial cells within APP-GFP or APP-SOCS3 groups. * *p* < 0.05, ** *p* < 0.01

We then focused on SOCS3, as its plaque lowering effects were more therapeutically relevant. Because microglia play a key role in amyloid plaque elimination via phagocytosis [42], we investigated whether inhibition of astrocyte reactivity increases microglia phagocytic activity, which could explain decreased amyloid load in APP-SOCS3 mice. The number of IBA1^+^ microglial cells in contact with MXO4^+^ amyloid plaques was not different between APP-SOCS3 and APP-GFP mice (Fig. 4e, f). MXO4 also labelled intracellular amyloid material in IBA1^+^ microglial cells on brain sections. In fact, more than 95% of microglia cells in contact with plaques were MXO4^+^, revealing active microglial phagocytosis of amyloid plaques (Fig. 4g, h). MXO4^+^ material was either localized at the membrane or within the soma (Fig. 4g), but the relative localization of MXO4^+^ within microglia was not different between APP-SOCS3 and APP-GFP mice (Fig. 4h). To have dynamic quantification of microglia (and astrocyte) phagocytic capacity, MXO4 was injected *i.p.* 3 h before mouse sacrifice and its accumulation within dissociated brain cells was monitored by FACS. Astrocytes were identified by their GFP expression, while microglial cells were labelled with CD11b and CD45 antibodies (Fig. 4i). The percentages of GFP^+^ astrocytes (4%) and total microglial cells (14%) were not different between WT-GFP, APP-GFP and APP-SOCS3 mice (data not shown). No MXO4 uptake was detected in WT cells (Fig. 4j). Strikingly, we found no evidence for active MXO4 uptake in GFP^+^ astrocytes (Fig. 4j). In addition, the expression of several receptors or proteins involved in phagocytosis (*Abca1, Apoe, Axl, Gulp1, Itgav, Itgb5, Ldlr, Lrp1, Megf10, Mertk,* [10, 55]) were expressed at similar levels in astrocytes of the three groups or only down-regulated by SOCS3 (*Fcer1g, Fcgr2b* and *Fcgr3,* Additional file 8: Table S3), further suggesting that astrocyte phagocytosis is not involved in reduced amyloid deposition with SOCS3. In contrast to astrocytes, ~ 20% of CD11b^+^/CD45^+^ microglial cells accumulated MXO4^+^ material in both APP-GFP and APP-SOCS3 mice (Fig. 4j). 

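*Apoe*, the most abundant of these genes, had mean levels of 1072520 ± 386251 in WT-GFP, 1112520 ± 260557 in APP-GFP and 1082770 ± 208595 in APP-SOCS3 astrocytes (SD, n = 7, 4 and 5), and its log2 fold change between APP-SOCS3 and APP-GFP was −0.03 (standard error 0.195, exact permutation *p* = 0.873). None of *Abca1*, *Apoe*, *Axl*, *Gulp1*, *Itgav*, *Itgb5*, *Lrp1*, *Megf10* and *Mertk* met both thresholds between any pair of the GFP+ groups. *Fcer1g* levels were 417 ± 204, 1107 ± 848 and 183 ± 84.1 in the same order, *Fcgr2b* levels 109 ± 138, 234 ± 242 and 40.2 ± 11.3, and *Fcgr3* levels 487 ± 266, 1087 ± 773 and 196 ± 96.8. These 3 genes met both thresholds in APP-SOCS3 against APP-GFP astrocytes, with log2 fold changes of −2.34 (exact *p* = 0.0159), −2.08 (exact *p* = 0.0159) and −2.26 (exact *p* = 0.0317). Reads of *Fcgr2b* and *Fcgr3* may be split between these related receptor genes. With adjustment over all genes tested by limma, 0 of these 3 genes were called (3 at an unadjusted *p* under 0.05). In GFP- cells of WT-GFP mice, mean levels were 2383, 982 and 2407 for the receptor genes, higher than in any GFP+ group, and with the microglial markers as a covariate none of them was called. That covariate separated APP-SOCS3 from APP-GFP samples without overlap, so the fit cannot decide whether microglial RNA explains the fall.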

MXO4 median fluorescent intensity in microglia was not different between these two groups (Fig. 4k). A sub-class of microglia with active phagocytic capacities was recently described as « disease-associated microglia » DAM, [34]. It is possible that inhibition of astrocyte reactivity with SOCS3 only impacts a specific class of microglial cells like DAM. To explore this possibility, expression of genes specific for homeostatic microglia (*Ctss* and *C1qb*) and DAM cells were analyzed in MXO4^−^ and MXO4^+^ microglial cells. MXO4^+^ microglia had a gene profile characteristic of DAM (up-regulation of *ApoE* and *Trem2*; downregulation of *Tmem119*), consistent with the strong phagocytic activity of these cells. SOCS3 expression in astrocytes did not change the levels of homeostatic microglia or DAM-specific markers (Fig. 4l, m).

Overall, we show that SOCS3 does not significantly impact microglial molecular profile or phagocytic capacity. The reduction in amyloid deposition with SOCS3 is not due to enhanced phagocytosis by glial cells.

#### Inhibition of astrocyte reactivity improves spatial learning in APP mice

We next tested whether SOCS3-mediated inhibition of astrocyte reactivity improved behavioral defects in APP mice. Nine month-old WT-GFP, APP-GFP and APP-SOCS3 mice were tested on the Morris water maze to assess spatial learning and memory. Swim speed was not different between groups (*p* = 0.63 for group effect, repeated-measure ANOVA). As previously described [16], APP-GFP mice displayed delayed task learning, as they only improved their ability to find the hidden platform by training day 4, while WT-GFP mice achieved this performance by day 2 (Fig. 5a, repeated-measures ANOVA *p* = 0.0136 for group effect, *p* < 10^− 6^ for day effect). By contrast, APP-SOCS3 mice learnt the task as quickly as WT-GFP mice, showing that SOCS3 corrects learning deficits in APP mice. Mice were probed for spatial memory 72 h after the last day of training. WT-GFP mice displayed the expected preference for the target quadrant, while APP-GFP mice explored all quadrants similarly (Fig. 5b). SOCS3 did not improve spatial memory in APP mice (Fig. 5b), showing that inhibition of hippocampal astrocyte reactivity by SOCS3 improves spatial learning but not memory retrieval in APP mice.

**Fig. 5:**
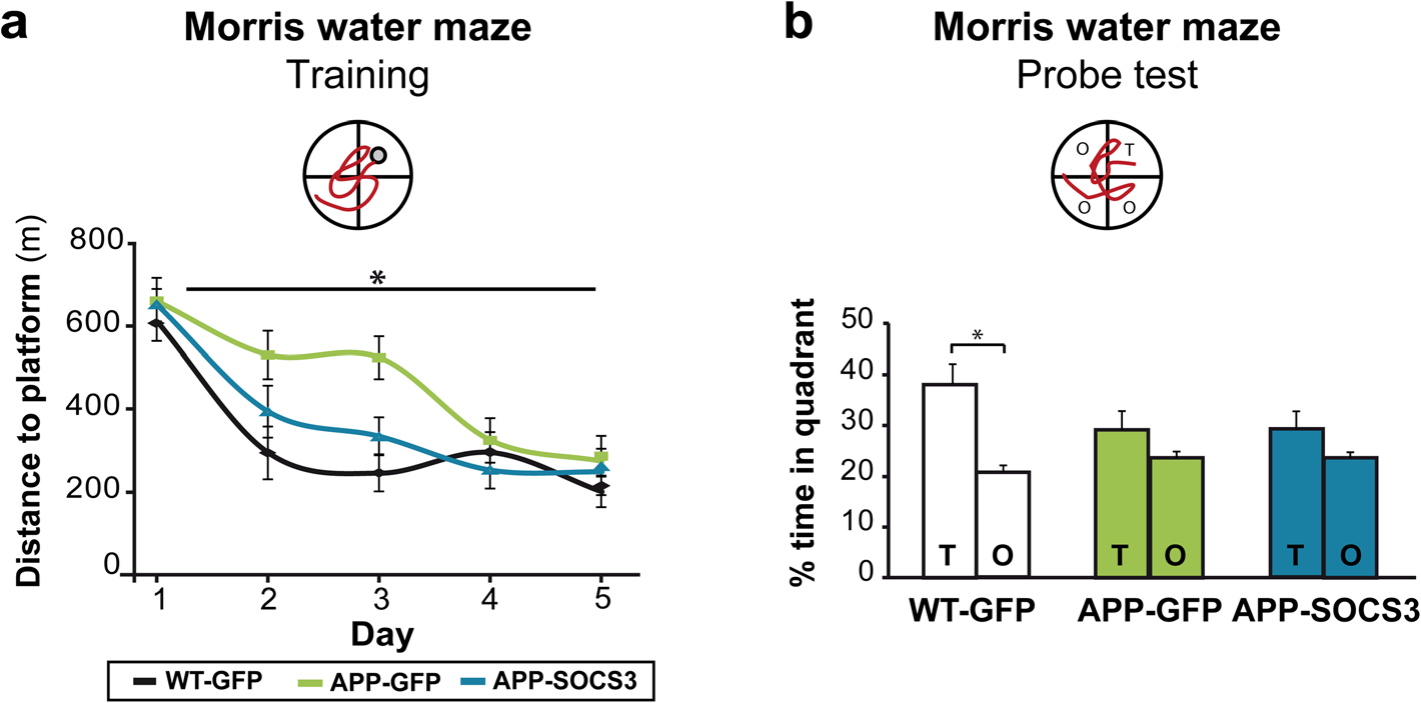
Inhibition of STAT3-mediated astrocyte reactivity improves spatial learning in APP mice **a**, Training phase of the Morris water maze. APP-GFP mice (*N* = 12) need more trials to learn the task than WT-GFP mice (*N* = 11). This learning deficit is corrected by SOCS3 expression in APP astrocytes (*N* = 11). Repeated-measures ANOVA. **b**, Probe phase of the Morris Water maze, 72 h after the last training session. Unlike WT-GFP mice, APP-GFP mice do not display preference for the target quadrant (T) over other quadrants (O). This memory deficit is not corrected by SOCS3. Wilcoxon test. * *p* < 0.05

#### SOCS3 restores synaptic transmission and plasticity in 3xTg mice

Given that astrocyte reactivity inhibition restores a complex behavioral task, we then examined the underlying cellular mechanisms in acute hippocampal slices. We studied synaptic transmission and plasticity, which are altered in AD [74] and regulated by astrocytes [5]. For this study, we used 3xTg-AD mice (thereafter called 3xTg mice) that display more robust synaptic deficits than APP mice [50]. 3xTg mice show early impairment in synaptic transmission and long-term plasticity before amyloid and Tau pathology [59]. 3xTg mice were injected at 3–4 months with AAV-GFP or AAV-SOCS3 + AAV-GFP (3xTg-GFP and 3xTg-SOCS3 mice respectively) and studied 5 months later, when they display synaptic deficits and higher GFAP levels [11, 53] but before amyloid plaque and Tau deposition ([59], Fig. 6a). Like in APP mice, SOCS3 was able to block astrocyte reactivity in the hippocampus of 3xTg mice, as seen by significantly lower GFAP levels in 3xTg-SOCS3 mice than in 3xTg-GFP mice (Fig. 6b). We then studied basal glutamatergic synaptic transmission, short-term and long-term synaptic plasticity in acute hippocampal slices prepared from the three groups. Field excitatory post-synaptic potentials (fEPSPs) were recorded in the infected, GFP^+^ region of the *stratum radiatum* in the CA1 area (Fig. 6a). As reported previously in 3xTg-GFP mice [59], the input-output relationship for evoked fEPSPs at CA3-CA1 synapses was shifted to the right, indicating impaired basal glutamatergic synaptic transmission (Fig. 6c). This was probably not due to a modification of glutamate release probability because the paired-pulse ratio was unchanged (Fig. 6c, d). Interestingly, inhibition of astrocyte reactivity by SOCS3 rescued the input-output relationship (Fig. 6c). As reported before [59], LTP induced by high frequency stimulation (HFS) of Schaffer collaterals was impaired in 3xTg-GFP mice, in comparison to WT-GFP mice that displayed a 50% increase in fEPSPs after HFS (Fig. 6e, f). Strikingly, SOCS3 fully restored LTP deficits in 3xTg mice (Fig. 6e, f), suggesting that astrocyte reactivity plays a major role in AD-related synaptic alterations, and that these alterations can be reversed.

**Fig. 6:**
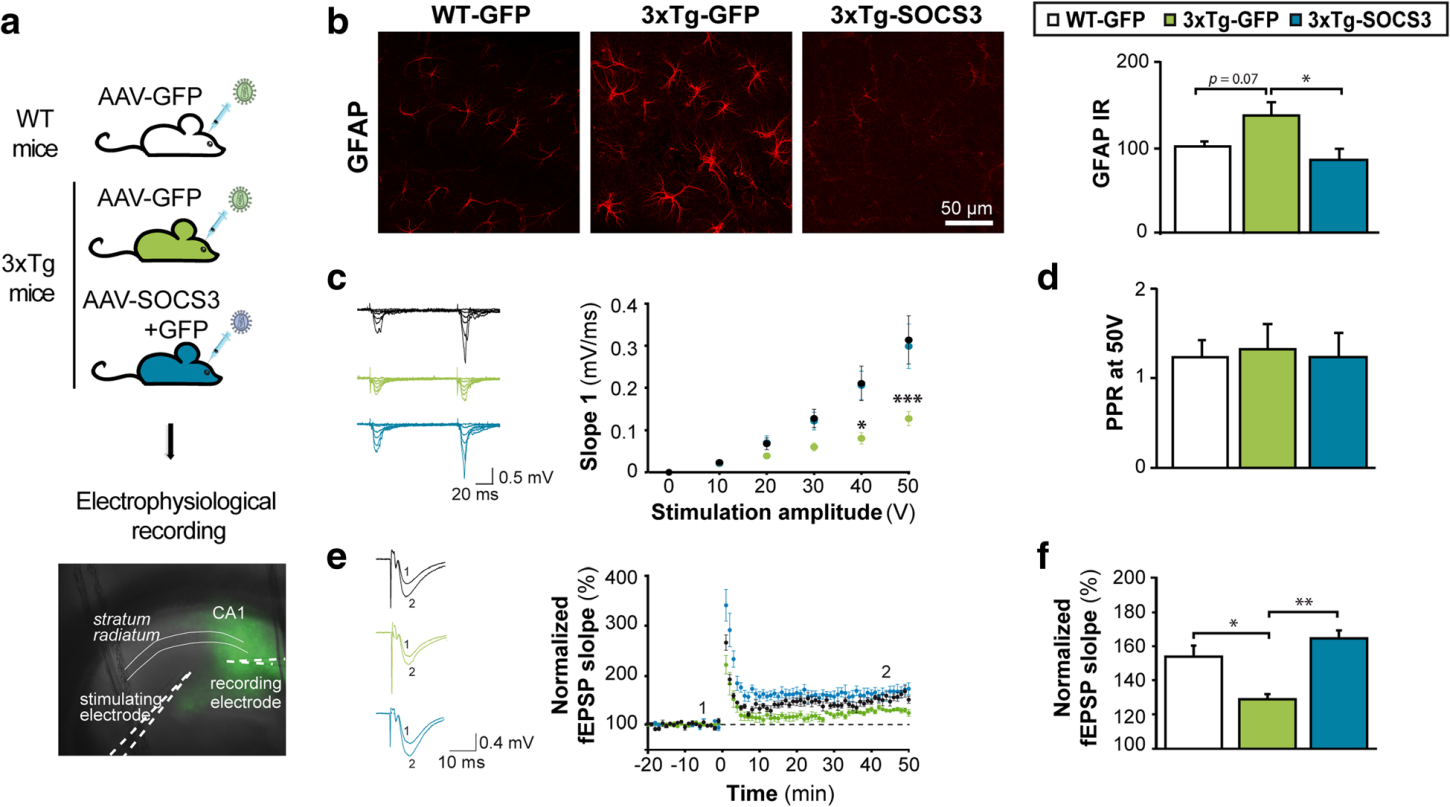
SOCS3 rescues synaptic transmission and long-term plasticity in the hippocampus of 3xTg mice. **a**, Acute hippocampal slices were prepared from the hippocampus of 8–9 month-old WT-GFP, 3xTg-GFP and 3xTg-SOCS3 mice. A recording electrode was placed in the *stratum radiatum* of the GFP^+^ CA1 region. **b**, Acute slices processed for GFAP immunohistochemistry (red). In 3xTg-GFP mice, astrocytes display higher GFAP immunoreactivity and tortuous processes, compared to WT-GFP controls. SOCS3 restores low GFAP levels in 3xTg astrocytes *N* = 8–7-6. **c**, Representative traces for WT-GFP, 3xTg-GFP and 3xTg-SOCS3 mice after a paired-pulse stimulation protocol (50 ms interval) with increasing voltage. The input/output relationship is impaired in 3xTg-GFP mice and restored by SOCS3. *N* = 11-7-7. Two way (group, voltage) ANOVA and Tukey’s test. **d**, The paired-pulse ratio (PPR) at 50 V is similar in the three groups. *N* = 11-7-7. ANOVA. **e**, Representative (left) and average (right) fEPSPs before (1) and after (2) HFS protocol in the three groups. LTP is impaired in 3xTg mice and restored by SOCS3. **f**, Normalized fEPSP slopes 40 to 50 min post HFS, relatively to fEPSPs measured 10 min before HFS. *N* = 6-6-5. ANOVA and Tukey’s test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### JAK2-STAT3 pathway activation in astrocytes induces reactivity and synaptic alterations

We reasoned that if synaptic deficits in 3xTg mice are due to JAK2-STAT3 pathway activation in astrocytes, its stimulation in naïve WT mice should result in comparable synaptic deficits.

To this end, we first studied whether activation of the JAK2-STAT3 pathway by JAK2ca was sufficient to induce astrocyte reactivity in the hippocampus of WT mice (Fig. 7a). As expected, we found that JAK2ca significantly increased STAT3 immunoreactivity in hippocampal astrocytes (Fig. 7b, c). Importantly, immunoreactivity for GFAP was increased in a large part of the hippocampus of WT-JAK2ca mice (Fig. 7d-f). JAK2ca-astrocytes also overexpressed vimentin (Fig. 7e) and had enlarged soma with tortuous processes (Fig. 7e, g). RT-qPCR analysis on acutely isolated astrocytes from WT-JAK2ca or WT-GFP mice confirmed that JAK2ca significantly increased mRNA levels of reactive genes (*Gfap, serpina3n*) in astrocytes (Fig. 7h). Overall, activation of the JAK2-STAT3 pathway in astrocytes was sufficient to induce morphological and molecular hallmarks of reactivity in the complete absence of pathological environment.

**Fig. 7:**
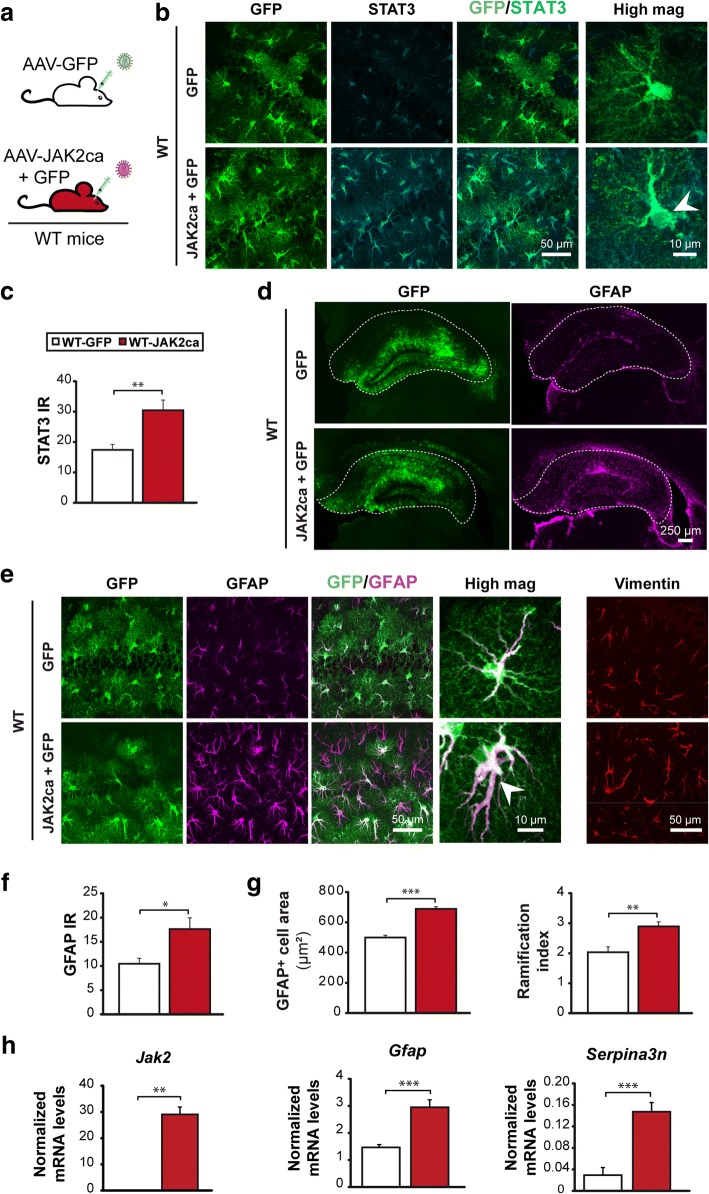
JAK2ca activates the JAK2-STAT3 pathway and induces astrocyte reactivity. **a**, WT mice were injected in the hippocampus with AAV-GFP alone (*N* = 6) or AAV-JAK2ca + AAV-GFP (JAK2ca + GFP, *N* = 6) at the same total viral titer and were studied 1–2 months later. **b**, Confocal images of hippocampal sections, stained for GFP (green) and STAT3 (cyan) in WT-GFP or WT-JAK2ca mice. JAK2ca induces STAT3 upregulation and nuclear accumulation in astrocytes, indicating STAT3 activation (arrowhead). **c**, STAT3 IR quantification in astrocyte nucleus from images in **b**. **d**, Representative low magnification images showing the transduced area (GFP^+^, green) and corresponding GFAP staining (magenta) in the hippocampus of WT-GFP and WT-JAK2ca mice. JAK2ca increases GFAP levels in a large part of the hippocampus (outlined). **e**, Confocal images of astrocytes stained for GFP (green), GFAP (magenta) and vimentin (red) in WT-GFP and WT-JAK2ca mice. JAK2ca increases GFAP and vimentin expression in hippocampal astrocytes and induces morphological changes. **f**, GFAP IR is increased by 70% in JAK2ca-injected hippocampus. **g**, Sholl analysis applied to GFAP-labelled astrocytes shows that reactive astrocytes in WT-JAK2ca mice have a larger domain area and a higher ramification index, a measure of cell complexity. **h**, RT-qPCR analysis was performed on acutely sorted hippocampal astrocytes from WT-GFP and WT-JAK2ca mice. *Jak2, Gfap* and *Serpina3n* are significantly overexpressed in WT-JAK2ca astrocytes. *N* = 7/group. **c**, **f**, **g**, Student *t* test. **h**, *Gfap, Serpina3n*: Student *t* test, *Jak2:* Mann-Whitney test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

We then recorded synaptic activity in the infected GFP^+^ hippocampal CA1 region of WT-GFP and WT-JAK2ca mice (Fig. 8a). JAK2ca-mediated astrocyte reactivity impaired basal glutamatergic synaptic transmission (Fig. 8b) but it did not impact the paired-pulse ratio (Fig. 8c). Strikingly, HFS protocol failed to induce LTP in JAK2ca mice, as in 3xTg mice, while it induced a 60% increase in fEPSP in WT-GFP mice (Fig. 8d, e), showing that JAK2ca causes significant deficits in long-term synaptic plasticity. Taken together, our results show that JAK2-STAT3-mediated astrocyte reactivity induces synaptic dysfunction in the hippocampus, and is a potent target for synaptic restoration in AD.

**Fig. 8:**
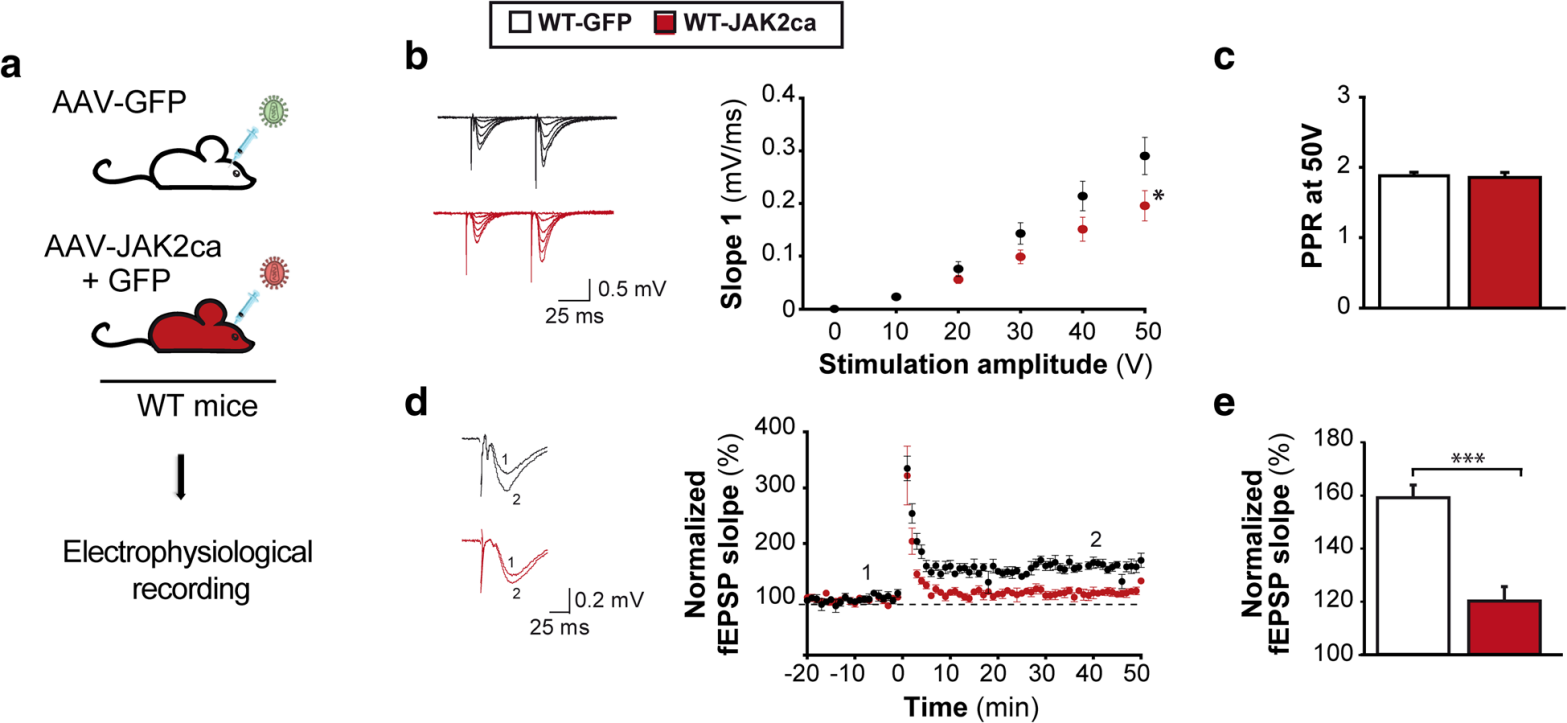
JAK2ca-induced astrocyte reactivity is sufficient to alter synaptic transmission and long-term plasticity in WT mice. **a**, Acute hippocampal slices were prepared from the hippocampus of 4–6 month-old WT-GFP and WT-JAK2ca mice. **b**-**c**, Representative paired-pulse stimulation traces for WT-GFP and WT-JAK2ca mice (100 ms interval). JAK2ca shifts the input/output relationship to the right, reducing the strength of basal glutamatergic transmission (**b**, Two way ANOVA and Bonferroni test) without impacting release probability, as revealed by unchanged PPR at 50 V (**c**, Student *t* test). *N* = 15–13. **d**, Representative (left) and average (right) fEPSPs before (1) and after (2) HFS protocol. LTP is impaired in WT-JAK2ca mice. **e**, Bar graph representing normalized fEPSP slopes 40 to 50 min post HFS. *N* = 8 in each group. Student *t* test. * *p* < 0.05, *** *p* < 0.001

## Discussion

In this study, we combined astrocyte-targeted viral gene transfer, histology, biochemical analysis, cell sorting, astrocyte-specific transcriptomics, behavioral analysis and electrophysiology, in mouse models of AD and naïve WT mice. We used two transgenic mouse models of AD that recapitulate amyloid deposition, synaptic and behavioral alterations characteristic of AD, as well as progressive astrocyte reactivity including morphological and molecular changes. We found that inhibition of the JAK2-STAT3 pathway normalizes several features of astrocyte reactivity and improves three key pathological hallmarks in AD mouse models, showing that reactive astrocytes have deleterious effects in AD (Fig. 9).

**Fig. 9:**
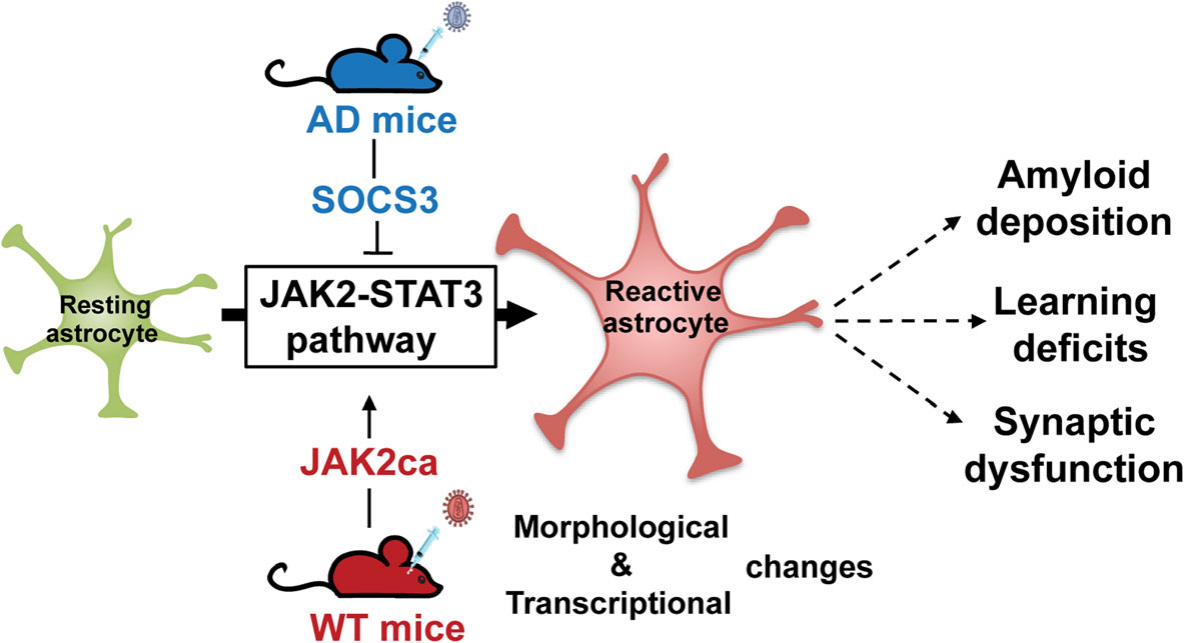
The JAK2-STAT3 pathway is a master regulator of astrocyte reactivity that contributes to AD deficits*.* SOCS3-mediated inhibition of this cascade in AD mouse models blocked and even reversed morphological and molecular hallmarks of reactivity. Conversely, activation of the JAK2-STAT3 pathway by viral gene transfer of JAK2ca in WT mice was sufficient to induce those hallmarks. Inhibition of this cascade in AD mice reduced amyloid deposition, deficits in spatial learning and synaptic dysfunction, showing that reactive astrocytes significantly contribute to AD pathological outcomes

### The JAK2-STAT3 pathway controls astrocyte reactivity

We previously reported that STAT3 is activated in reactive astrocytes in several mouse and primate models of ND [8], and the active, phosphorylated form of STAT3 is found in some hippocampal GFAP^+^ astrocytes in AD patients [81]. STAT3 is also activated in reactive astrocytes in acute CNS diseases such as ischemia, or spinal cord injury [12, 61]. Many molecular triggers are able to activate STAT3 (e.g. cytokines, growth factors, as well as ephrins [80] or the Notch pathway [41]). Therefore, despite the variety of pathological stimuli associated with these disorders, they appear to converge, either directly or indirectly, on STAT3, making STAT3 activation a universal feature of astrocyte reactivity.

We used viral gene transfer in the mouse brain to inhibit or activate the JAK2-STAT3 pathway in astrocytes and identified this cascade as a master regulator of astrocyte reactivity. We show that overexpression of a constitutively active form of JAK2 in WT astrocytes is sufficient to trigger robust astrocyte reactivity in the hippocampus, in the absence of pathological stimulus. By expressing the inhibitor SOCS3 in astrocytes, we also showed that the JAK2-STAT3 pathway controls astrocyte reactivity in two mouse models of AD. Interestingly, SOCS3 was not only able to prevent, but also to reverse astrocyte reactivity in the hippocampus of aged APP mice. Thus, activation of the JAK2-STAT3 pathway is necessary both for the induction and persistence of many aspects of astrocyte reactivity (Fig. 9). Contrary to conditional approaches used in acute injury models [4, 26, 61], our SOCS3-based strategy to block reactivity has the advantage of inhibiting only the JAK-dependent effects of STAT3, without impacting other non-canonical functions of STAT3 that do not require phosphorylation on Tyrosine 705 [12]. In addition, our virus-based method provides a local and time-controlled inhibition of the JAK-STAT3 pathway, avoiding peripheral or developmental side effects. SOCS3 is a specific inhibitor of the JAK-STAT3 cascade thanks to its dual recognition of JAK and the phosphorylated motif on the cytokine receptor [6, 35]. We controlled that SOCS3 overexpression did not affect other signaling cascades. We did not find evidence for ERK or STAT1 activation in APP astrocytes and no further effect of SOCS3, suggesting that STAT3 is the main transcription factor regulated by SOCS3 in our conditions.

We found that SOCS3 regulates many genes linked to inflammation and immunity that are induced in astrocytes of AD mouse models (our data and [45, 62]) and in astrocytes of AD patient brains [62, 73]. In particular, several genes encoding cytokines and complement factors, which are associated with synaptic alterations and molecular defects characteristic of AD [25, 45, 78], were down-regulated by SOCS3. Interestingly, the induction of some SOCS3-regulated genes was shown to be dependent on STAT3, in a model of spinal cord injury in mice with an astrocyte-specific knock out of STAT3 [4]. Our study is of high therapeutic relevance for AD as it identifies the cascade controlling the transcription of neuroinflammatory genes by astrocytes. It will be important to measure how those inflammatory mediators are impacted by SOCS3 at the protein level.

Besides the JAK2-STAT3 pathway, other signaling cascades were reportedly activated during ND [7, 33]. But only a few cascades have been specifically manipulated in astrocytes to test their requirement for reactivity during AD. Constitutive activation of calcineurin in APP mice decreases astrocyte reactivity [19]. Surprisingly, the opposite manipulation of the calcineurin/Nuclear Factor of Activated T-cells (NFAT) pathway by expression of a blocking peptide in astrocytes also attenuates reactivity in the same mouse model [22], questioning the regulatory action of this pathway. Activation of the Nuclear Factor of κ light polypeptide gene enhancer in B-cells (NF-κB) pathway in astrocytes, through a conditional knock-out of the IκBα inhibitor or by expression of a constitutively active IKK, increases glial reactivity in the cortex and hippocampus of WT and AD mice [44, 60]. But, to our knowledge, the specific inhibition of this cascade in astrocytes has not been performed in AD models. Overall, modulation of calcineurin/NFAT or NF-κB pathways appear to have inconsistent, transient or moderate effects on astrocyte reactivity in AD models. On the contrary, we studied two mouse models of AD (APP and 3xTg) and observed consistent effects of JAK2-STAT3 pathway modulation on astrocyte reactivity. Importantly, these effects were remarkably stable over time, lasting up to 9 months post-injection.

The concept of reactive astrocyte heterogeneity is emerging [3, 47], especially with the recent description of A1 and A2 subtypes of reactive astrocytes [48, 68, 76, 84]. Reactive astrocytes may thus form discrete subtypes with specific molecular and functional properties. The precise signaling pathways controlling these reactive states are still unknown. Unexpectedly, we found that SOCS3 regulates the expression of pan, A1 and A2 specific genes. In fact, the core WGCNA module of SOCS3-regulated genes contained all types of reactive markers. These results suggest that SOCS3 mediates a global inhibition of astrocyte reactivity, which operates beyond specific classes of reactive astrocytes. In this study, we did not explore the effects of SOCS3 in WT astrocytes, it will be interesting to see whether SOCS3 also regulates the transcriptome of astrocytes and some of their functions when they are not in an AD pathological environment.

Surprisingly, we found that inhibition of astrocyte reactivity in APP mice by SOCS3 did not impact the molecular and functional features of microglial cells. Microglia and astrocytes are engaged in complex bidirectional communications [25]. In particular, reactive microglial cells are reported to play a key role in triggering astrocyte reactivity in inflammatory conditions [70]. Our results, suggest that, at least in AD, reactive astrocytes do not significantly regulate microglial activation. Microglial cells may be already strongly activated by toxic amyloid proteins and neuronal dysfunction as occurring in AD.

### Reactive astrocytes contribute to pathological outcomes in AD models

We found that inhibition of astrocyte reactivity by SOCS3 reduces the number of amyloid plaques in APP mice, a key pathological hallmark of AD. Intriguingly, the average size of plaques and the overall size distribution were not changed, suggesting that SOCS3 reduces amyloid seeding into plaques, but once amyloid plaques form, their growth and evolution are not impacted. Amyloid production, aggregation and clearance involve several brain cell types, including neurons that produce the bulk of Aβ peptides and microglial cells that actively degrade amyloid plaques. Astrocytes may produce low levels of Aβ as well [46] and are able to degrade amyloid plaques [37, 79, 82]. However, our FACS analysis evidenced no Aβ phagocytosis in astrocytes, and RNAseq data showed no increase in the expression of phagocytic receptors in astrocytes, suggesting that SOCS3-astrocytes do not contribute to Aβ phagocytosis. In addition, we ruled out microglial involvement in enhanced Aβ clearance in the SOCS3 group. Last, stable levels of soluble Aβ40 and Aβ42, as well as proteins involved in APP metabolism, suggest that Aβ production is not altered by JAK2-STAT3 pathway modulation in astrocytes. The molecular and cellular mechanisms responsible for the reduced number of amyloid plaques with SOCS3 are still unknown. Astrocytes were recently shown to contribute to Aβ elimination through the glymphatic system, which allows perivascular drainage of interstitial fluid to remove soluble brain waste [29]. SOCS3 could improve this clearance mechanism, thereby diverting soluble Aβ from aggregating into plaques. It is however quite difficult to test this hypothesis, as available methods to probe the glymphatic system lack spatial resolution to quantify SOCS3 local effects in the hippocampus.

We also report that SOCS3-mediated inhibition of astrocyte reactivity restores spatial learning on the Morris water maze, without correcting deficits in memory retrieval at 72 h. It is striking that expression of SOCS3 in only 25% of hippocampal astrocytes is able to restore spatial learning. Spatial learning is a hippocampal-dependent task [56], and it is now well documented that astrocytes are able to regulate hippocampal circuits and impact behavior [1, 66, 69]. However, the local action of AAV on hippocampal astrocytes may explain why long term memory was not corrected by AAV-SOCS3 in APP mice, because storage and retrieval of spatial memories mostly involve neocortical regions, which are not targeted by AAVs [52]. The finding that hippocampal astrocyte reactivity contributes to learning deficits in APP mice and is amenable to restoration by SOCS3 opens new therapeutic applications for AD.

Further demonstrating SOCS3 therapeutic potential, we found that its expression in astrocytes fully restored early synaptic and LTP alterations in 3xTg mice. Partial reduction in astrocyte reactivity by NFAT inhibition also improves synaptic transmission in aged APP mice [22]. Here, we uncover an implication of reactive astrocytes in the initial stages of synaptic dysfunction, before overt amyloid and Tau pathology, stressing the importance of astrocytes as therapeutic targets for AD. In accordance, we found that induction of astrocyte reactivity by JAK2ca was sufficient to induce synaptic deficits in WT mice, similar to those observed in 3xTg mice. Astrocytes regulate synaptic transmission by promoting ion homeostasis, recycling neurotransmitters or releasing active molecules such as gliotransmitters [5, 64, 65]. Some of these mechanisms are altered in AD mouse models [7, 15, 31] and could be restored by SOCS3. In addition, mRNA levels of several synaptotoxic complement factors [45, 78] were reduced by SOCS3. It is thus possible that SOCS3 normalizes several aspects of neuron-astrocyte interactions at the synapse, and further experiments will be needed to identify the exact mechanisms at play. Our model of JAK2ca-induced astrocyte reactivity will be helpful to isolate astrocyte-specific mechanisms of synaptic impairment.

The fact that JAK2-STAT3-mediated astrocyte reactivity contributes to three AD pathological outcomes contrasts with the beneficial effects of astrocytic STAT3 in spinal cord injury [4] or lack of effects after chemical lesions [58]. It is possible that some, but not all, astrocyte functions are regulated by this pathway. Depending on the disease context, STAT3-mediated astrocyte reactivity may thus have variable effects.

## Conclusion

We show that the JAK2-STAT3 pathway is a core signaling cascade for the induction and maintenance of astrocyte reactivity. This pathway controls key morphological features and coordinates gene expression in reactive astrocytes. The JAK2-STAT3 pathway is a potent molecular target to establish the overall role of reactive astrocytes in CNS diseases. Our results show that in AD, reactive astrocytes are mostly deleterious, contributing to amyloid deposition, spatial learning deficits and synaptic dysfunction. Blocking astrocyte reactivity via the JAK2-STAT3 pathway offers new therapeutic opportunities for AD.

## Additional files

Additional file 1: **Figure S1.** AAV infect astrocytes selectively. To validate astrocyte tropism of the AAVs used in our study, an AAV2/9 encoding GFP was injected in the hippocampus of WT mice. GFP^+^ cells co-express the astrocytic marker GFAP and S100β, but not NeuN, IBA1, Olig2 and MBP, which are markers of neurons, microglial cells, cells of the oligodendrocyte lineage and myelinating oligodendrocytes, respectively. Astrocyte tropism of these vectors was confirmed in AD mice as well (See colocalization of GFP with GFAP in Figs. 1b and S2).

Additional file 2: **Table S1.** Sequences of primers used for qPCR.

Additional file 3: **FigureS2.** Unlike STAT3, STAT1 and Erk are not activated in APP astrocytes. Confocal images of stained hippocampal sections from 12-month-old WT-GFP, APP-GFP and APP-SOCS3 mice. **a**, GFP^+^ astrocytes (green) stained for GFAP (magenta) and STAT3 (cyan). APP astrocytes are reactive (hypertrophic and GFAP overexpression). They display STAT3 nuclear accumulation. SOCS3 reduces GFAP and STAT3 expression in APP mice, even around amyloid plaques (star). **b**, Quantification of STAT3 immunoreactivity in astrocyte soma. *N* = 5–7/group. One way ANOVA and Tukey’s post hoc test. *** *p* < 0.001. **c-d**, Sections stained in magenta for STAT1 (**c**) or P-ERK (**d**), DAPI (blue) and GFP (green). STAT1 and P-ERK are not induced in APP reactive astrocytes while CNTF induces significant STAT1 nuclear accumulation (**c**) and LPS triggers ERK phosphorylation (**d**). DAPI stains nuclei as well as amyloid plaques. Representative images from *N* = 4–6/group.

Additional file 4: **Figure S3.** Validation of astrocyte sorting. Normalized expression of cell type specific genes. GFP^+^ astrocytes are enriched in astrocyte markers while GFP^−^ cells, which comprise uninfected astrocytes, neurons, microglial cells and oligodendrocyte precursor cells (OPC) are enriched in other cell type markers. Oligodendocyte markers are undetectable due to the myelin removal step. *N* = 3–7/group. Wald test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ^#^ *p* < 10^− 20^, ^###^ *p* < 10^− 40^.

Additional file 5: **Table S2.** WGCNA: Top 20 most connected genes regulated by SOCS3 in APP astrocytes. Three of the top 20 hub genes, highlighted in bold, are pan or A1 reactive astrocyte genes.

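The 20 genes of Table S2 were all lower in APP-SOCS3 than in APP-GFP astrocytes, with a median log2 fold change of −2.15 (from −2.91 to −0.67), and 18 of them met both thresholds. Camera gave *p* = 9.15e-26, fry 0.0188 and camera with an estimated correlation 0.0292. Adjusted over the list alone, limma called 17 genes, and 0 over all genes tested (18 at an unadjusted *p* under 0.05). The genes were picked by the network analysis of these samples, so neither the counts nor the set tests are independent evidence. *Acvrl1* (chromosome 15 from 101128520 to 101145336) fell from 689 ± 664 (SD, n = 4) in APP-GFP to 74.4 ± 40.7 (SD, n = 5) in APP-SOCS3 astrocytes (log2 fold change −2.82, standard error 0.690, exact permutation *p* = 0.0159), and *Apod* from 4128 ± 3874 to 432 ± 287 (−2.91, standard error 0.859, exact *p* = 0.0159). *Bsg*, the most abundant, fell from 35355 ± 17488 to 20330.4 ± 3953 (−0.68, standard error 0.304, exact *p* = 0.175). The values of *Fxyd5* and *Rasip1* are shared with a neighbouring gene. Against WT-GFP astrocytes the median was −2.00 and 19 genes were called lower, while APP-GFP and WT-GFP astrocytes had a median of 0.03 with 0 called (0 at an unadjusted *p* under 0.05). With each sample left out in turn, the median in APP-SOCS3 against APP-GFP stayed between −2.51 and −1.67. All 20 genes were lower in GFP+ astrocytes of WT-GFP mice than in GFP- cells (median −3.05), and their median level stood at 4.33% to 31.1% of GFP- cells in WT-GFP, 5.22% to 30.9% in APP-GFP and 1.35% to 5.59% in APP-SOCS3 astrocytes.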

Additional file 6: **Figure S4.** SOCS3 regulates gene networks linked to reactivity in APP astrocytes. The top 100 most connected genes of the WGCNA module were analyzed for protein-protein interaction networks with STRING. Groups of proteins related to complement system and inflammation, cytoskeleton and cell adhesion were found co-regulated by SOCS3 (circles). Protein-protein interaction *p* value < 10^− 6^.

Additional file 7: **Figure S5.** Modulation of the JAK2-STAT3 pathway does not change expression of proteins involved in Aβ production and clearance in APP mice. Representative western blottings on protein homogenates prepared from WT-GFP, APP-GFP, APP-SOCS3 and APP-JAK2ca mice. The expression of human (hAPP) (**a**), BACE1 (**b**), IDE (**c**) and ApoE (**d**) are stable across the groups (protein levels are normalized by actin or tubulin α). *N* = 3–8/group. **a**, Student t test, **b-d**, ANOVA or Kruskall-Wallis tests.

Additional file 8: **Table S3.** Expression of phagocytic receptors and genes in astrocytes RNAseq analysis of astrocytes shows that most genes involved in Aβ phagocytosis are expressed at similar levels in all groups. Only mRNA levels for three Fc receptors are down-regulated by SOCS3. Data are presented as normalized mRNA levels +/-SEM. ^##^ *p* < 0.01 versus WT-GFP, ** *p* < 0.01, *** *p* < 0.001 versus APP-GFP. Wald test.

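Mean levels of 3 genes of Table S3 were recomputed from the deposited values as arithmetic means over the samples of each group. For *Fcer1g* they were 417 ± 204 (SD, n = 7) in WT-GFP, 1107 ± 848 (SD, n = 4) in APP-GFP and 183 ± 84.1 (SD, n = 5) in APP-SOCS3 astrocytes, against the paper's means of 414, 1102 and 181. For *Mertk* they were 2377, 2001 and 2091, against 2358, 1988 and 2078, and for *Fcgr2b* 109, 234 and 40.2, against 109, 232 and 39.9. Table S3 also marks *Fcer1g* as different between APP-GFP and WT-GFP astrocytes by the paper's Wald test. By limma, 0 of the 13 genes of Table S3 met the threshold on *p* in that comparison.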

# Supplementary material for: Modulation of astrocyte reactivity improves functional deficits in mouse models of Alzheimer’s disease
**Source:** Acta Neuropathol Commun. 2018 Oct 16;6:104. doi: 10.1186/s40478-018-0606-1
**Supplement:** Supplementary file 2 — Table S1. Sequences of primers used for qPCR.

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| ***Actin*** | AGAGGGAAATCGTGCGTGAC | CGATAGTGATGACCTGACCGT |
| ***ApoE*** | CTGAACCGCTTCTGGGATTACCTG | CATAGTGTCCTCCATCAGTGCCGTC |
| ***C1qb*** | CCACGCAACGGCAAGTTCAC | CGGCCACGAACGAGATTCAC |
| ***Ctss*** | GGCATGAACGATATGGGAG | TCAGGCAATGTCCGATTAGA |
| ***Eef1a1*** | CTACCCTCCACTTGGTCGCTT | GCAACTGTCTGCCTCATGTCAC |
| ***Gfap*** | ACGACTATCGCCGCCAACT | GCCGCTCTAGGGACTCGTTC |
| ***Jak2*** | GTCTTGGGATGGCGGTGTTAG | ATTGCTGAATGAATCTGCGAAATCT |
| ***Rpl13a*** | CTGAAGCCTACCAGAAAGTTTGC | GGTACTTCCACCCGACCTCAT |
| ***Serpina3n*** | CAACCTTACAGGCCAACCCAT | GGGCACCAAGTAGTCCTAGATGCT |
| ***Tmem119*** | GTGTCTAACAGGCCCCAGAA | AGCCACGTGGTATCAAGGAG |
| ***Trem2*** | AATGGGAGCACAGTCATCGCAGA | ACTGGTAGAGGCCCGCGTCAC |

#### **Table S1. Sequences of primers used for qPCR.**

# Supplementary material for: Modulation of astrocyte reactivity improves functional deficits in mouse models of Alzheimer’s disease
**Source:** Acta Neuropathol Commun. 2018 Oct 16;6:104. doi: 10.1186/s40478-018-0606-1
**Supplement:** Supplementary file 5 — Table S2. WGCNA: Top 20 most connected genes regulated by SOCS3 in APP astrocytes. Three of the top 20 hub genes, highlighted in bold, are pan or A1 reactive astrocyte genes.

| **Symbol** | **Gene name** |
| --- | --- |
| *Fxyd5 // Mir7050* | FXYD domain-containing ion transport regulator 5 // microRNA 7050 |
| *Pcp4l1* | Purkinje cell protein 4-like 1 |
| *Acvrl1* | activin A receptor, type II-like 1 |
| *Igfbp7* | insulin-like growth factor binding protein 7 |
| *Ly6e* | lymphocyte antigen 6 complex, locus E |
| *Itm2a* | integral membrane protein 2A |
| *Gm9817* | predicted gene 9817 |
| *Arpc1b* | actin related protein 2/3 complex, subunit 1B |
| ***Serping1*** | **serine (or cysteine) peptidase inhibitor, clade G, member 1** |
| *Ctsh* | cathepsin H |
| *Apod* | apolipoprotein D |
| *Slc9a3r2* | solute carrier family 9 (sodium/hydrogen exchanger), member 3 regulator 2 |
| *Lmo2* | LIM domain only 2 |
| *Tpm1* | tropomyosin 1, alpha |
| *Tmem119* | transmembrane protein 119 |
| *Rasip1 // Izumo1* | Ras interacting protein 1 // izumo sperm-egg fusion 1 |
| *Bsg* | basigin |
| ***Srgn*** | **serglycin** |
| *Ly6c1* | lymphocyte antigen 6 complex, locus C1 |
| ***Hspb1*** | **heat shock protein 1** |

#### **Table S2. WGCNA: Top 20 most connected genes regulated by SOCS3 in APP astrocytes.**

Three of the top 20 hub genes, highlighted in bold, are pan or A1 reactive astrocyte genes.

# Supplementary material for: Modulation of astrocyte reactivity improves functional deficits in mouse models of Alzheimer’s disease
**Source:** Acta Neuropathol Commun. 2018 Oct 16;6:104. doi: 10.1186/s40478-018-0606-1
**Supplement:** Supplementary file 8 — Table S3. Expression of phagocytic receptors and genes in astrocytes RNAseq analysis of astrocytes shows that most genes involved in Aβ phagocytosis are expressed at similar levels in all groups. Only mRNA levels for three Fc receptors are down-regulated by SOCS3. Data are presented as normalized mRNA levels +/-SEM. ## p < 0.01 versus WT-GFP, ** p < 0.01, *** p < 0.001 versus APP-GFP. Wald test.

| **Gene symbol** | **WT-GFP** | **APP-GFP** | **APP-SOCS3** |
| --- | --- | --- | --- |
| *Abca1* | 2727.5 ± 573.8 | 2316.3 ± 221.8 | 3022.1 ± 425.1 |
| *Apoe* | 1064461.8 ± 144708.2 | 1106705.9 ± 131395.1 | 1074356.3 ± 91250.2 |
| *Axl* | 2825.4 ± 391.5 | 3569.8 ± 687.3 | 3100.3 ± 433.1 |
| *Fcer1g* | 413.8 ± 76.4 | 1101.8 ± 422.0^##^ | 181.2 ± 37.2*** |
| *Fcgr2b* | 108.8 ± 52.4 | 232.2 ± 120.1 | 39.9 ± 5.0** |
| *Fcgr3* | 484.4 ± 100.4 | 1083.0 ± 386.2 | 194.9 ± 43.0*** |
| *Gulp1* | 273.1 ± 67.1 | 183.4 ± 40.7 | 247.1 ± 26.0 |
| *Itgav* | 1368.8 ± 374.8 | 907.2 ± 351.8 | 1029.6 ± 506.2 |
| *Itgb5* | 12739.4 ± 713.3 | 13516.9 ± 1493.5 | 12153.2 ± 722.4 |
| *Ldlr* | 1192.2 ± 374.4 | 1032.3 ± 431.3 | 1505.7 ± 423.3 |
| *Lrp1* | 2727.5 ± 299.6 | 2785.7 ± 230.1 | 2928.9 ± 302.3 |
| *Megf10* | 577.1 ± 171.6 | 361.3 ± 116.1 | 635.7 ± 173.3 |
| *Mertk* | 2358.5 ± 517.9 | 1987.6 ± 415.6 | 2077.9 ± 448.0 |

Table S3 Expression of phagocytic receptors and genes in astrocytes

RNAseq analysis of astrocytes shows that most genes involved in Aβ phagocytosis are expressed at similar levels in all groups. Only mRNA levels for three Fc receptors are down-regulated by SOCS3. Data are presented as normalized mRNA levels +/-SEM. ^##^ *p* < 0.01 versus WT-GFP, ****** *p* < 0.01, ******* *p* < 0.001 versus APP-GFP. Wald test.

How the deposited data were processed for this re-analysis (not part of the article)

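RNAseq was performed by the authors on cells sorted by FACS from hippocampi of 9 month-old mice. Values of all 19 samples were used, from GFP+ astrocytes of 7 WT-GFP, 4 APP-GFP and 5 APP-SOCS3 samples and from GFP- cells of 3 WT-GFP samples. Samples were assigned to groups from the labels given by the authors, and replicate numbers are those of the labels. Whether some samples are hippocampi of the same mouse is not stated, and all were treated as replicates. Other experiments of the paper (such as histology, behaviour and protein measurements) were not analysed here.

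The authors reverse transcribed and amplified RNA with a kit for low inputs, sequenced paired reads, mapped them to the mm10 mouse genome with STAR, counted reads on constitutive regions of genes of the FAST DB annotation and normalized the counts with DESeq2. The deposited values are a signal per gene and sample, the read counts divided by 1 size factor per sample. They cover 60567 listed genes, of which 34671 carry no symbol and 21293 are at 0 in every sample. There are 638 entries with more than 1 symbol, and 460 symbols stand on more than 1 entry. The methods do not state whether counting used the strand of the reads, or how reads matching several genes were treated. Positions are those of the authors' annotation on mm10. Of 253 genes named or listed, 247 were found by symbol in the GENCODE M21 annotation of the same genome build, and 247 overlapped the position given by the authors.

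Since each value is a whole multiple of the value of 1 read in its sample, whole reads were recovered, and 100% of values came out whole. One read was worth 0.759 to 1.18 units of the normalized level in WT-GFP, 0.872 to 0.989 in APP-GFP and 0.879 to 1.1 in APP-SOCS3 astrocytes and 0.756 to 1.09 in GFP- cells. Reads counted on genes per sample were 19331876 to 32621917 in WT-GFP, 24889613 to 26729305 in APP-GFP and 22133657 to 26916715 in APP-SOCS3 astrocytes and 19572196 to 27288644 in GFP- cells. A group was taken as undetected where every sample had at most 3 reads, and fold changes against it were given as lower bounds.

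From the deposited values, log2(level + 1) was computed and 4 comparisons were made with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on the samples of both groups alone and without covariates. Genes were tested when their mean level was at least 10 in either group. The paper's filter, expression above the intergenic background, needs intergenic reads that were not used here. Genes were called at an unadjusted *p* of at most 0.05 and a fold change of at least 1.5, the paper's thresholds, and counts with a Benjamini-Hochberg adjusted *p* under 0.05 were given beside them. Genes were also compared by 2-sided exact permutation tests of group means of log2 levels. Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry. The joint level of the genes of Table S2 was the first principal component of their scaled log2 levels.

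The genes named in the text were set by a rule made before the data were examined. They are all genes that the paper names for this experiment in its text, Fig. 2, Fig. 3a, Table S2 or Table S3, the STAT genes, the genes of the cell-type lists, *App*, *Prnp*, *Xist* and *Ddx3y*, and in each comparison the 5 genes with the smallest adjusted *p* among called genes whose groups do not overlap. Some of these genes are not reported here. Lists from the paper were its pan reactive (13 genes found), A1 (13) and A2 (12 of 13) genes, the genes of Fig. 2e that are higher (34 of 36) or lower (12 of 17) in APP mice, the cytokines, the complement genes, the genes induced at 15 months, the genes of Table S2 and of Table S3, and the module genes named in the text. Lists of marker genes of astrocytes (15 genes), microglia (20), perivascular macrophages (8), endothelial cells (20), mural cells (12), neurons (14), oligodendrocyte precursor cells (9) and oligodendrocytes (10) were written from general knowledge, and none of their genes is on another of these lists or on a list of the paper.

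The alternatives set before the data were examined were pseudocounts of 0.1 and 10, no minimum level and a minimum of 100, scaling to equal totals or upper quartiles, all 19 samples in one fit, sample quality weights, the quasi-likelihood test of edgeR 4.0.16 and the Wald test of DESeq2 1.42.0 on whole reads, Benjamini-Hochberg adjustment in place of the thresholds, a fold change of at least 2, the replicate number as a block, the mean of the microglial or endothelial list as a covariate, and leaving out each sample in turn. DESeq2 with shrunken fold changes was added after the data were seen. Splits of the samples were limited to 100, regroupings with removed group means to 100, and correlations over 11 samples used 100000 permutations. Lists matched on mean level were drawn 1000 times from 20 bins.

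The tests were checked on simulated reads of the real genes, in which 200 genes with a mean level of at least 100 were changed 4-fold. Genes were drawn independently of each other, unlike those of the data, so the numbers of unchanged genes called need not hold for the data. The thresholds recovered 72.5% of the 200 genes for 7 against 3 samples, 72% for 4 against 7, 94% for 5 against 4 and 90% for 5 against 7. With adjustment these were 22.5%, 40%, 63.5% and 60.5%. The thresholds called 4.73% of unchanged genes for 4 against 7 samples and 4.36% for 5 against 4. With adjustment, limma called 6 and 5 unchanged genes in these comparisons and DESeq2 142 and 93. For 5 against 7 samples these were 14 by limma and 113 by DESeq2. A list of 20 genes lowered in the simulation had a median log2 fold change of −1.99 and was called by camera, and an unchanged list of the same size was not. The gene ontology analysis, the network analysis and the interaction network of the paper were not repeated.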

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

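The tests on *Cst7*, on single APP-GFP samples and on relations between WT-GFP samples were chosen only after the result was seen, and the count of splits was set before. Levels of the genes and measures reported were examined in 96 groups of samples for a highest or lowest sample far from the others by Dixon's criterion. There were 15 such groups, where 1 in 20 would give 4.8. Many of these genes vary together, so the groups are not independent of each other.

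*Socs3* was 37750.1 in APP-SOCS3 replicate 2 and 13296 to 16050.4 in the others of that group. *Gfap* was also highest in this sample, 12887 against 5605 to 7580.2. In WT-GFP astrocytes, *Gfap* was 16032 in replicate 3 (10570.4 to 12801 in the others), *S1pr3* was 341 in replicate 1 (894 to 1300.3) and *App* was 1735 in the same replicate (4136 to 5624). *Trem2* was 30.8 in APP-SOCS3 replicate 5 (237 to 296), *Gbp2* was 1005 in APP-GFP replicate 2 (157 to 299), and *Fcgr2b* was 595 in APP-GFP replicate 3 (76.0 to 143) and 404 in WT-GFP replicate 3 (0.759 to 133). Samples within a group share all that the design names, so no biological explanation was tested for these differences.

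*Cst7* was 11.2 in WT-GFP replicate 5 and 0 in the other 6 WT-GFP samples. The level of this sample is small beside that of APP-GFP astrocytes, and the rise in APP-GFP does not rest on it. RNA of GFP- cells of the kind sorted from WT-GFP mice could raise *Cst7* only up to its level in those cells. The lowest APP-GFP sample was 4.58 times the highest sample of GFP- cells, which argues against this source. GFP- cells of APP mice were not sequenced, so expression of *Cst7* by astrocytes of APP mice and RNA of other cells that express it in APP mice only both stay open as hypotheses.

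APP-GFP replicate 2 had 16471 genes detected, against 24859 to 25273 in the other 3 APP-GFP samples. A sample with fewer genes detected could distort the comparisons with its group. Without it, endothelial marker genes still fell as a list between APP-GFP and APP-SOCS3 astrocytes, with a median log2 fold change of −2.15, which argues against this sample as the source of that change.

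Endothelial marker genes stood at 3.81% of their level in GFP- cells in APP-SOCS3 replicate 1 and at 0.461 to 1.19% in the other 4 samples of that group. *Hspb1* was highest in the same sample, 426 against 78.2 to 163.02. In WT-GFP replicate 2, *Hspb1* was 4119 (320.4 to 1529 in the others) and *Srgn* 256 (41.0 to 88.1). Differing amounts of endothelial RNA between samples are a candidate explanation. Endothelial levels were 5.82% to 7.03% in WT-GFP replicates 3 to 7, against 1.50% and 13.2% in replicates 1 and 2. With so little range among the former, r without the 2 samples farthest from the median score cannot decide for or against a relation. Across the 7 WT-GFP samples, the mean of scaled levels of the genes of Table S2 was compared with that of the endothelial markers, with r = 0.748 (exact permutation *p* = 0.0409, adjusted over the 4 lists 0.0817), Spearman's rho 0.429 (exact *p* = 0.354), and r = −0.547 without those 2 samples. The pan reactive genes had r = 0.806 (exact permutation *p* = 0.0754, adjusted over the 4 lists 0.101), Spearman's rho 0.714 (exact *p* = 0.0881), and r = 0.701 without the 2 samples farthest from the median score. The A1 genes had r = 0.705 (exact permutation *p* = 0.0143, adjusted over the 4 lists 0.0571), Spearman's rho 0.75 (exact *p* = 0.0663), and r = 0.772 without the 2 samples farthest from the median score. The A2 genes had r = 0.530 (exact permutation *p* = 0.169, adjusted over the 4 lists 0.169), Spearman's rho 0.857 (exact *p* = 0.0238), and r = 0.734 without the 2 samples farthest from the median score. In APP-GFP replicates 1 to 4, endothelial levels were 4.01%, 18.6%, 9.04% and 3.23% of GFP- cells, and those of the genes of Table S2 5.22%, 30.9%, 19.6% and 6.73%. In APP-SOCS3 replicates 1 to 5 they were 3.81%, 1.19%, 1.07%, 1.02% and 0.461%, and 5.59%, 3.25%, 3.33%, 2.55% and 1.35%. Endothelial RNA and a variation of the astrocytes themselves cannot be told apart here, as no adjusted *p* was under 0.05 and a common state of the cells would also move both.

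Of the genes with an adjusted *p* under 0.05 between APP-SOCS3 and WT-GFP astrocytes, 4 are not discussed in the paper and were near 0 in every WT-GFP sample. *Rgr* (chromosome 14 from 37034918 to 37049014) had 36.2 ± 22.4 (SD, n = 5) in APP-SOCS3 and 0 in all WT-GFP astrocytes, at least 11.9-fold higher. A gene without symbol inside *Trappc9* (chromosome 15 from 72689005 to 72692738) had 44.8 ± 36.0 and 0, at least 14.8-fold higher. Another that overlaps *Mfhas1* (chromosome 8 from 35611698 to 35614076) had 51.2 ± 23.2 in APP-SOCS3, 0 to 4.15 in WT-GFP astrocytes and a mean of 39.9 in GFP- cells. A last one that overlaps no annotated gene (chromosome 11 from 16955186 to 16958504) had 32.1 ± 23.5 and 0, at least 10.6-fold higher. The adjusted *p* by limma was between 0.0441 and 0.0498 and reached 0.715 under alternatives. As many calls at the thresholds as in this comparison came from 17 of 100 splits of the 12 samples. The splits did not count calls with adjustment, so they do not decide whether differences between samples unrelated to the groups give these 4 genes. In simulated data with as many samples and genes drawn independently, limma with adjustment called 14 unchanged genes. As this exceeds the 7 calls in the data, the simulation does not measure how many of those are false. In APP-GFP against WT-GFP astrocytes, the same lower bounds were 2.87-fold for *Rgr*, 1.49-fold for the gene inside *Trappc9* and 3.01-fold for the last one. As lower bounds they do not separate an effect of SOCS3 from one of the APP genotype. Both stay open and were not tested.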

How the results depend on the processing

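The covariates for microglial and endothelial genes were fixed before the data were examined, like the other alternatives except DESeq2 with shrunken fold changes, which was chosen after seeing the data. The rise of *Socs3* in APP-SOCS3 astrocytes was called under every alternative computed, which for the comparison with WT-GFP leaves out both covariates, with log2 fold changes of 3.82 to 4.45 against APP-GFP and 4.22 to 4.60 against WT-GFP when samples were left out in turn. Apart from the counts and lists given next, 803 of the values of single genes and lists kept their direction and side of the threshold, 44 were weaker, 26 stronger and 24 reversed.

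With a minimum mean level of 100, 6709 genes were called between GFP+ astrocytes and GFP- cells, 123 between APP-GFP and WT-GFP, 650 between APP-SOCS3 and APP-GFP and 441 between APP-SOCS3 and WT-GFP, of 11419, 513, 1301 and 1197 at a minimum of 10, as fewer genes were tested. The share lower in APP-SOCS3 than APP-GFP was then 75.5%, and 38 genes were changed in APP-GFP and called in the opposite direction in APP-SOCS3. Without a minimum, 817 genes were called between APP-GFP and WT-GFP, as more were tested. With all 19 samples in one fit, 991 genes were called between APP-GFP and WT-GFP, 263 were opposite in the 2 comparisons and the share lower was 55.7%. With sample quality weights these were 1100 and 182, and 2589 genes were called between APP-SOCS3 and WT-GFP, while the log2 fold change of *C4b* in APP-GFP against WT-GFP reversed to −0.16. For the last 2 alternatives the cause was not tested.

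With Benjamini-Hochberg adjustment in place of the thresholds, 1 gene was called between APP-GFP and WT-GFP, 1 between APP-SOCS3 and APP-GFP and 7 between APP-SOCS3 and WT-GFP, so that 0% of calls were lower in APP-SOCS3 than APP-GFP, 0 genes were opposite in both comparisons and 0 genes of Table S3 were called. At an unadjusted *p* under 0.05 these comparisons had 542, 1433 and 1310 genes. In simulated data with as many samples, adjustment recovered 40%, 63.5% and 60.5% of 200 genes changed 4-fold, all with a mean level of at least 100. DESeq2 called 24, 205 and 181 genes with adjustment, but in the simulated data it also called 142, 93 and 113 unchanged genes. Limma with adjustment called 6, 5 and 14 unchanged genes there. The simulation drew genes independently, and several of these numbers exceed all calls in the data, such as 142 against 24. It therefore does not measure how many of the real calls are false.

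The share of calls lower in APP-SOCS3 than APP-GFP was 69.9% by edgeR and 65.8% by DESeq2, with 1323 and 1440 calls. Between APP-SOCS3 and WT-GFP the share lower went from 38.8% by limma to 63.3% by edgeR and 70.8% by DESeq2, and between APP-GFP and WT-GFP from 25.5% to 37.5% and 61.3%. Between GFP+ astrocytes and GFP- cells it went from 78.4% to 61.3% and 64.6%. The cause was not tested. With shrunken fold changes, DESeq2 called 113 genes between APP-GFP and WT-GFP, 531 between APP-SOCS3 and WT-GFP and 32 in opposite directions, and 80.1% of calls were lower in APP-SOCS3 than APP-GFP. The cause was not tested here either.

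The microglial and endothelial covariates, each the mean of scaled levels of its list, differ between APP-SOCS3 and APP-GFP astrocytes without overlap, so that a fit with either of them has little left to estimate the difference from, and a reversed sign does not say that the genes rise. With the microglial covariate, 255 genes were called between APP-GFP and WT-GFP, 491 between APP-SOCS3 and APP-GFP (63.5% lower) and 49 in opposite directions. Medians were −0.56 for pan reactive, −0.18 for A1 and −0.21 for A2 genes, no longer past the threshold, and 0 genes of Table S3 were called. Those of the genes of Table S2 reversed to 0.0317, as did *Il1b* (1.20), *Ccl4* (0.68), *Ccl6* (0.85), *C1qa* (0.28), *C1qb* (0.32), *C1qc* (0.11), *Gfap* (0.40), *Srgn* (0.46), *H2-D1* (0.49), *Fcer1g* (7.79e-04) and *Fcgr3* (0.18). With the endothelial covariate, 686 genes were called between APP-SOCS3 and APP-GFP (71.4% lower) and 43 in opposite directions, with medians of −0.81 for pan reactive and −0.18 for A2 genes, no longer past the threshold, and again 0 genes of Table S3 called. A1 genes reversed to 0.54, the genes of Table S2 to 0.51 and mural markers to 0.22, as did *Ccl4* (0.0614), *Ccl6* (0.81), *C1qa* (0.38), *Gfap* (0.35), *Serping1* (0.54), *Srgn* (0.78), *Hspb1* (0.25), *H2-D1* (0.65) and *Gbp2* (0.40).

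With each sample left out in turn, calls ranged from 8838 to 11679 between GFP+ astrocytes and GFP- cells, 393 to 677 between APP-GFP and WT-GFP, 1052 to 1836 between APP-SOCS3 and APP-GFP and 904 to 1435 between APP-SOCS3 and WT-GFP. The share lower ranged from 45.6 to 68.1% (lowest without APP-GFP replicate 4) and the genes in opposite directions from 91 to 224 (highest without APP-GFP replicate 1). Medians ranged from −1.26 to −0.86 for pan reactive, −0.98 to −0.52 for A1 and −1.0 to −0.12 for A2 genes, the last weaker by camera without APP-GFP replicate 3 (−0.13) or APP-SOCS3 replicate 2 (−0.86). The difference in the first principal component of the genes of Table S2 ranged from −0.478 to −0.332, with an exact permutation *p* no longer under 0.05 in 7 of 16 cases (largest 0.0714). These 16 cases include WT-GFP samples, which are not part of that comparison. The genes of Table S3 called ranged from 3 to 4.

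Replicate numbers of the labels do not pair the samples. Deviations of same-numbered samples from their group means correlated by −0.149 to 0.217, and were over 0.1 for 0 of 3 pairs between GFP+ astrocytes and GFP- cells, 2 of 4 between APP-GFP and WT-GFP, 0 of 4 between APP-SOCS3 and APP-GFP and 1 of 5 between APP-SOCS3 and WT-GFP. With the number as a replicate block, 10999, 663, 1132 and 1433 genes were called in these comparisons, 58.3% of the third were lower, 116 genes were opposite and 3 genes of Table S3 were called.

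Depth limits genes with low levels. A level of 10, the minimum, stands for few reads, as 1 read was worth up to 1.1 units in APP-SOCS3 and 0.989 in APP-GFP astrocytes. Of the reactive genes, *Timp1*, *Sphk1*, *Tgm1* and *Slc10a6* were too low in all GFP+ groups to be tested, and *Steap4* was tested only against WT-GFP astrocytes.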

Differences from the paper's values

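All comparisons with the paper's values use the thresholds of the paper, and alternatives are those set before the data were examined unless stated. The paper's number of genes differentially expressed between GFP+ astrocytes and GFP- cells is 6949, against 11419 here. The value came within 1.5 times of the paper's with a minimum mean level of 100 (6709), edgeR (8588), DESeq2 (8957), Benjamini-Hochberg adjustment (8520), a fold change of at least 2 (10411) and without GFP- replicate 1 (9334), 2 (9816) or 3 (8838). It did not with the other pseudocounts, no minimum, other scalings, all 19 samples in one fit, quality weights, the replicate number as a block or without any WT-GFP astrocyte sample. DESeq2 with shrunken fold changes, chosen after seeing the values, gave 9507.

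Between APP-GFP and WT-GFP astrocytes, the paper's number is about 240 in Fig. 2d, read by eye, against 513 here. Of the alternatives, only the microglial covariate came within 1.5 times of it (255). Between APP-SOCS3 and APP-GFP astrocytes the paper's number is 472, against 1301 here. A minimum mean level of 100 (650) and the microglial (491) and endothelial (686) covariates came within 1.5 times of it, and none of the other alternatives did. The paper's number of genes changed in APP-GFP and restored by SOCS3 is 53, against 118 here. The same 3 alternatives came within 1.5 times of it (38, 49 and 43), and the others did not.

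The paper's share of genes lowered by SOCS3 is 85%, against 59.1% here. Although the ratio is within 1.5 times, that is a wide bound for a percentage. The value of 85% lies outside the Wilson 95% confidence interval of 56.4% to 61.7%, which covers counting error only, so the shares differ. The share was closer with a minimum mean level of 100 (75.5%) and with DESeq2 and shrunken fold changes, chosen after seeing the values (80.1%). The paper's ratios of *Socs3* levels are 16 and 12, against 23.3 for APP-SOCS3 over WT-GFP and 18.0 for APP-SOCS3 over APP-GFP astrocytes here. The latter was 13.8 without APP-SOCS3 replicate 2.

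The paper lists *Ccl4*, *Ctss* and *Il1b* among genes induced in APP-GFP astrocytes. None of them was called here (log2 fold changes of 1.16, 1.08 and 2.67). *Ccl4* was called with all 19 samples in one fit, edgeR (1.42), DESeq2 (1.38), shrunken fold changes (chosen after seeing the data) and without WT-GFP replicate 3 or APP-GFP replicate 1. *Ctss* was called with all 19 samples, edgeR (1.42), DESeq2 (1.40), shrunken fold changes, the replicate block and without APP-GFP replicate 1. *Il1b* was called with the replicate block only (3.73). The paper also states an induction of *Ccl2* in APP-GFP astrocytes, which no alternative called (1.34). The legend of Fig. 2 states an induction of complement genes in APP-GFP astrocytes, and none of *C1qa*, *C1qb*, *C1qc* and *C4b* was called here (1.00, 0.90, 0.88 and 0.28). *C1qa* was called by edgeR (1.29), DESeq2 (1.25), shrunken fold changes, the replicate block and without APP-GFP replicate 1 or 4, *C1qb* with the replicate block and without APP-GFP replicate 1, *C1qc* without APP-GFP replicate 1 and *C4b* under no alternative. It states that SOCS3 lowered *Il1b*, which was not called here (−1.99) but was by edgeR, DESeq2, shrunken fold changes and without APP-GFP replicate 1. *Vim*, which the paper places in the module lowered by SOCS3, was not called (−0.51). Of the 46 genes of Fig. 2e that were found, 21 were not called in both comparisons, although all went in opposite directions in them. The paper describes the reactive genes as induced in APP astrocytes, while 0 of them were called between APP-GFP and WT-GFP here (0 at an unadjusted *p* under 0.05).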

Other observations

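The test on microglial genes, that on endothelial genes, the regrouping of samples and the splits were set before the result was seen, and all other tests here were chosen only after it was seen. The design gives genotype and SOCS3 as biological explanations, and neither the paper nor the labels give a sequencing batch.

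Groups of the same sizes were formed by other splits of the same samples. As many calls as between GFP+ astrocytes and GFP- cells (11419) came from 1 of 100 splits, the real one alone, and other splits gave at most 6405. For APP-GFP against WT-GFP it was 88 of 100 splits, with a median of 847 calls in the others against 513. For APP-SOCS3 against APP-GFP it was 12 of 100 (779 against 1301), and for APP-SOCS3 against WT-GFP 17 of 100 (730 against 1197). The numbers of calls between GFP+ groups may therefore come from differences between samples that are unrelated to the groups. Opposite calls in the 2 comparisons that share the APP-GFP samples were as many as observed (118) in 60 of 100 draws of unchanged groups, so their number may come from the shared samples alone. These counts say nothing about single genes such as *Socs3*.

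All lists of marker genes of cells other than astrocytes fell between APP-GFP and APP-SOCS3 astrocytes. The median log2 fold change was −2.63 for endothelial cells (17 of 20 called), −1.89 for microglia (17 of 20), −2.04 for mural cells, −3.02 for perivascular macrophages, −1.07 for neurons, −1.16 for oligodendrocyte precursor cells and −0.95 for oligodendrocytes, and 0.11 for astrocytes. Against WT-GFP astrocytes the medians were −2.23, −0.95, −1.87, −0.74, −0.65, −0.50, −0.01 and 0.11 in the same order. With genes at the floor set to their bound, the mural median was −2.03 there and the others did not move. Between APP-GFP and WT-GFP astrocytes they were 0.15, 0.66, −0.08, 2.07, 0.83, 0.0015, 0.40 and −0.01. The microglial median was 1.13 without APP-GFP replicate 1 and 0.37 without APP-GFP replicate 3. WT-GFP astrocytes reached the minimum level for all 20 microglial, all 20 endothelial, all 12 mural and all 9 precursor cell genes, 6 of 8 perivascular macrophage, 12 of 14 neuronal and 7 of 10 oligodendrocyte genes, so that low expression by the astrocytes themselves is not excluded.

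The genes of Fig. 2e that are higher in APP mice, many of them immune genes, fell by a median of 2.04 on the log2 scale between APP-GFP and APP-SOCS3 astrocytes. RNA of fewer microglia among the sorted cells is a candidate explanation. The microglial markers used are on none of the gene lists taken from the paper. The mean of their scaled levels was lower in all 5 APP-SOCS3 than in all 4 APP-GFP samples, which this explanation predicts (difference −1.18, exact permutation *p* = 0.0159, the smallest possible). A lower expression of these genes in astrocytes of APP-SOCS3 mice would look alike, and stays open. One in microglia would too, but the paper reports from RT-qPCR in sorted microglia of 12 month-old mice that SOCS3 left markers such as *Ctss*, *C1qb* and *Trem2* unchanged. As the RNAseq is from 9 month-old mice, this does not exclude it. For their rise in APP-GFP against WT-GFP, the same explanation and an induction in astrocytes cannot be told apart, as the score rose by 0.512 (exact *p* = 0.182) with the samples overlapping. In the paper's FACS data the share of microglia did not differ between groups, a count of cells that does not measure RNA carried into the sorted samples.

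The genes of Table S2 may follow the amount of endothelial RNA. The mean of scaled levels of endothelial markers, none of which is in Table S2, was lower in all 5 APP-SOCS3 than in all 4 APP-GFP samples, although their median levels overlapped (difference of the scaled mean −1.35, exact permutation *p* = 0.0159), in line with this hypothesis. A change of endothelial cells by SOCS3 or by the vector is not excluded, nor is a lower expression in astrocytes. Of the endothelial genes, *Cldn5* had 4401 in WT-GFP, 4596 in APP-GFP, 785 in APP-SOCS3 astrocytes and 40942 in GFP- cells, and *Cx3cr1* of microglia had 757, 819.8, 275 and 7109. The size factors of the authors are unlikely as a source, since the endothelial median was −2.62 with samples scaled to one total.

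Of the 769 genes called lower in APP-SOCS3 than APP-GFP, 673 (87.5%) were lower in APP-GFP astrocytes than in GFP- cells, against 55.9% to 67.4% in lists matched on mean level. Less RNA of GFP- cells could give this. Genes called higher also exceeded their matched lists, with 74.4% against 57.0% to 69.9%. They are picked for low levels in the same APP-GFP samples that are then compared with GFP- cells, which alone can raise their share. It therefore does not count against less RNA of GFP- cells. Genes called lower are picked for high levels there, which works against their larger share. Changes within the astrocytes were not tested by either share and stay open. A smaller share of all GFP- cells alike would lower each marker list by the same amount. Over 21 pairs of lists, 1 had an exact permutation *p* under 0.05 (0.0159, the smallest possible). The smallest adjusted *p* was 0.333, which is the lowest that a single pair can reach over so many pairs whatever its difference, so this test does not decide between a uniform and an uneven loss, and both stay open.

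For *C4b* and *Gfap*, both higher in astrocytes than in GFP- cells, less RNA of other cells does not account for the decrease against WT-GFP astrocytes. *C4b* levels fell by 9236 on average (exact permutation *p* = 0.00505), of which other cells could bring at most 22.6%, taking the level of GFP- cells (1734) times the largest percentage that any list of markers reached in a WT-GFP sample (120.5%). For *Gfap* the levels fell by 4274 (exact *p* = 0.0177), of which other cells could bring at most 24.3%. A decrease of both within astrocytes stays as a hypothesis, found and tested on the same samples.

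*Socs3* had 14611 in GFP- cells, so RNA of these cells might set part of its level in WT-GFP and APP-GFP astrocytes. Across these 11 samples, the 2 scores of markers were each compared with *Socs3*. For microglia r was 0.210 (permutation *p* = 0.533), rho 0.0364 (*p* = 0.924 by permutation) and r −0.636 without the 2 samples farthest from the median score. For endothelial cells r was 0.198 (permutation *p* = 0.575), rho −0.109 (*p* = 0.753 by permutation) and r −0.0292 without 2 samples. Within the 7 WT-GFP samples r was 0.308 and 0.680. Adjusted over both, *p* was 0.575, so that carried RNA and expression by the astrocytes cannot be told apart with 11 samples.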
